# Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors

**DOI:** 10.1038/s41467-021-27140-8

**Published:** 2021-12-02

**Authors:** Wen Hao Neo, Yiran Meng, Alba Rodriguez-Meira, Muhammad Z. H. Fadlullah, Christopher A. G. Booth, Emanuele Azzoni, Supat Thongjuea, Marella F. T. R. de Bruijn, Sten Eirik W. Jacobsen, Adam J. Mead, Georges Lacaud

**Keywords:** Embryonic stem cells, Haematopoiesis, Epigenetics, Extracellular signalling molecules, Haematopoietic stem cells

## Abstract

Yolk sac (YS) hematopoiesis is critical for the survival of the embryo and a major source of tissue-resident macrophages that persist into adulthood. Yet, the transcriptional and epigenetic regulation of YS hematopoiesis remains poorly characterized. Here we report that the epigenetic regulator Ezh2 is essential for YS hematopoiesis but dispensable for subsequent aorta–gonad–mesonephros (AGM) blood development. Loss of EZH2 activity in hemogenic endothelium (HE) leads to the generation of phenotypically intact but functionally deficient erythro-myeloid progenitors (EMPs), while the generation of primitive erythroid cells is not affected. EZH2 activity is critical for the generation of functional EMPs at the onset of the endothelial-to-hematopoietic transition but subsequently dispensable. We identify a lack of Wnt signaling downregulation as the primary reason for the production of non-functional EMPs. Together, our findings demonstrate a critical and stage-specific role of Ezh2 in modulating Wnt signaling during the generation of EMPs from YS HE.

## Abstract (web summary)

Yolk sac erythro-myeloid progenitors (EMPs) are critical for embryo viability and a major source of adult tissue-resident macrophages. Here, the authors show an essential stage-specific role for Ezh2 in modulating Wnt signaling during EMP generation.

## Introduction

The first (primitive) wave of hematopoiesis in mouse embryonic development is mainly characterized by the generation of primitive erythroid progenitors in the yolk sac (YS) from E7.5^1,2^. Subsequently, the emergence of YS derived erythro-myeloid progenitors (EMPs) around E8.25 marks the onset of definitive hematopoiesis^1,2^. EMPs provide an essential source of erythroid and myeloid cells to sustain embryo development prior to the generation of multipotent and long-term self-renewing hematopoietic stem cells (HSCs) in the aorta–gonad–mesonephros (AGM), and their subsequent expansion in the fetal liver (FL)^3^. Defect in primitive hematopoiesis results in early lethality before E10.5^4^, a lack of EMP causes lethal embryonic anemia around E13.5, while the absence of HSC leads to perinatal lethality^5–7^. Importantly, both YS-derived primitive erythroid, YS-derived EMP and AGM HSC arise from a similar transient subpopulation of endothelial cells called hemogenic endothelium (HE) through a process of endothelial-to-hematopoietic transition (EHT)^8–12^. However, to which extent the mechanisms that direct EHT in the YS versus AGM are distinct remains unknown.

Ezh2, a core component of the polycomb repressive complex 2 (PRC2), exerts its epigenetic function through mediating the trimethylation of H3K27, a repressive histone modification^13^. PRC2 plays an indispensable role during early mouse embryo development as loss of any PRC2 core component leads to lethality prior to gastrulation^14–16^. Extensive studies on various conditional knockout (cKO) models have indicated that Ezh2 is not intrinsically required for functional adult and fetal HSCs despite possible lower phenotypic HSC number^17–21^. However, the involvement of Ezh2 in YS hematopoiesis has not been directly investigated. We previously demonstrated that inactivation of EZH2 methyltransferase activity via the deletion of SET domain, mediated either by *Tie2*-Cre (Tie2-Ezh2-KO) or by *Vav*-iCre (Vav-Ezh2-KO), results in a striking difference in survival^17^. Vav-Ezh2-KO embryos, in which deletion is activated at the onset of the hematopoietic stage^22^, survive until the perinatal stage^17^. In contrast, Tie2-Ezh2-KO embryos, in which deletion is activated at the endothelial stage^23^, die around E13.5 from severe anemia^17^. While this severe anemia may partly involve cell-extrinsic mechanisms^17^, the development of lethal embryonic anemia at E13.5 in Tie2-Ezh2-KO embryos also suggests a possible defect of YS EMP^6,7^. We, therefore, hypothesized that loss of Ezh2 function in YS endothelial cells might impact YS hematopoiesis, and in particular, the generation of EMPs.

Here we show, by combining the phenotypic analysis of Ezh2 cKO mouse models with functional assays, that although phenotypic EMPs are generated in vivo, they are functionally defective. To gain insights into the stages affected by the loss of Ezh2, we took advantage of the in vitro mouse embryonic stem cell (mESC) hematopoietic differentiation system that closely recapitulates key developmental stages of YS hematopoiesis^8,24,25^. We observed that Ezh2 is required at the onset of the EHT but quickly becomes expendable at later stages. We then identified dysregulation of Ezh2 targeted Wnt signaling as the primary reason for the generation of non-functional EMPs. Our results reveal an essential role of Ezh2 in the temporal epigenetic regulation of YS EMPs generation.

## Results

### Functional EMP generation requires Ezh2 in endothelium

We previously demonstrated that Tie2-Ezh2-KO results in lethality around E13.5^17^. In contrast, Vav-Ezh2-KO embryos survive into late stages of gestation^17^. The early lethality in Tie2-Ezh2-KO embryos, associated with severe anemia, prompted us to investigate the potential defects in YS hematopoiesis. Quantification of primitive erythroid cells and replating assays indicated that the primitive wave of hematopoiesis was not impacted in Tie2-Ezh2-KO embryos (Supplementary Fig. 1). We next evaluated potential defects in YS EMPs, phenotypically defined as KIT^+^CD41^+^CD16/32^+^ (Fig. 1a; Supplementary Fig. 2)^2^. In line with their survival until the latest stages of gestation, the number of EMPs in Vav-Ezh2-KO YS was similar to those in wildtype (WT) embryos (Fig. 1b–d). Although we observed a minor reduction in the number of phenotypic EMP in Tie2-Ezh2-KO YS, these cells expanded normally in vivo, presented a normal morphology^26^, and were neither apoptotic nor senescent (Fig. 1b; Supplementary Fig. 3a–d). Furthermore, the size of RUNX1^+^KIT^+^ hematopoietic cell clusters, representing EMPs emergence through EHT, was not affected in Tie2-Ezh2-KO YS (Fig. 1c, d). 

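Supplementary Fig. 3d draws on the RNA-seq libraries of E10.5 YS EMPs, in which *Il6* was measured in 5 WT and 5 Tie2-Ezh2-KO libraries in RPKM, which scales the reads of a gene to its length and to the mapped reads of the library. *Il6* lies on chromosome 5 of GRCm38 from 30013114 to 30019975. Its mean was 1.3 ± 1.08 RPKM (SD, n = 5) in WT EMPs, from 7 to 53 reads per library, and 0.135 ± 0.168 RPKM (SD, n = 5) in Tie2-Ezh2-KO EMPs, from 0 to 11 reads per library. All 5 Tie2-Ezh2-KO libraries lay below all 5 WT libraries (two-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 libraries allow). After Benjamini-Hochberg adjustment over the 52 genes fixed beforehand, 47 taken from the paper and 5 for a check of sex, this exact p was 0.0688. This value cannot decide on *Il6*, because at least 9 genes at the smallest p were needed to pass and 6 were there. The change in *Il6* was -2.04 on the log2(RPKM + 0.2) scale (standard error 0.45, adjusted p = 0.0221 over all genes tested with limma). This call held under 14 of the 24 alternatives tried. Among the others, it was lost in 4 of the 10 fits that each left out 1 library (Tie2-Ezh2-KO replicates 7, 11 and 17 and Vav-Ezh2-WT replicate 4), against the Tie2-Ezh2-WT libraries alone, and with a pseudocount of 1, where limma's adjusted p was 0.0551. Across all the alternatives tried, limma's adjusted p for *Il6* ranged from 0.00768 to 0.102. Adjusted over the 52 genes alone, it was 0.00523, and under 0.05 in all 24 alternatives (0.00153 to 0.0271). *Il6* is on this list because the paper shows its values in the same libraries, so this is not independent evidence. The gene set for cellular senescence of Supplementary Fig. 3d was not used here.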

To confirm high recombination efficiency of the Cre-lines in EMPs, we used a R26-LSL-tdTomato reporter. Both *Tie2*-Cre and *Vav*-iCre showed close to 100% deletion efficiency in E10.5 YS EMPs (Fig. 1e). We also demonstrated loss of expression of the deleted *Ezh2* exon in both Tie2-Ezh2-KO and Vav-Ezh2-KO EMPs (Fig. 1f). The subtle reduction of phenotypic EMP observed in Tie2-Ezh2-KO YS is unlikely to be the leading cause of lethal embryonic anemia. Therefore, we further assessed ex vivo the colony output capability of Ezh2-inactivated phenotypic EMP. Strikingly, despite the presence of phenotypic EMPs in Tie2-Ezh2-KO YS, none of these purified E10.5 YS EMPs produced any erythroid or myeloid colonies. In contrast, purified Vav-Ezh2-KO E10.5 YS EMPs generated similar numbers and types of colonies as their WT counterparts (Fig. 1g). Live imaging indicated that Tie2-Ezh2-KO EMPs, in contrast to WT EMPs, stopped proliferating after several rounds of division (Supplementary Fig. 3e; Supplementary Movies 1 and 2). Notably, neither E9.5 nor E10.5 Tie2-Ezh2-KO YS cells were able to produce any myeloid/definitive erythroid colonies (Fig. 1h). This excludes the possibility that our observation was caused by changes in EMP surface marker expression. Together, these data indicate an essential role for Ezh2 in the generation of functional YS EMP.

**Fig. 1:**
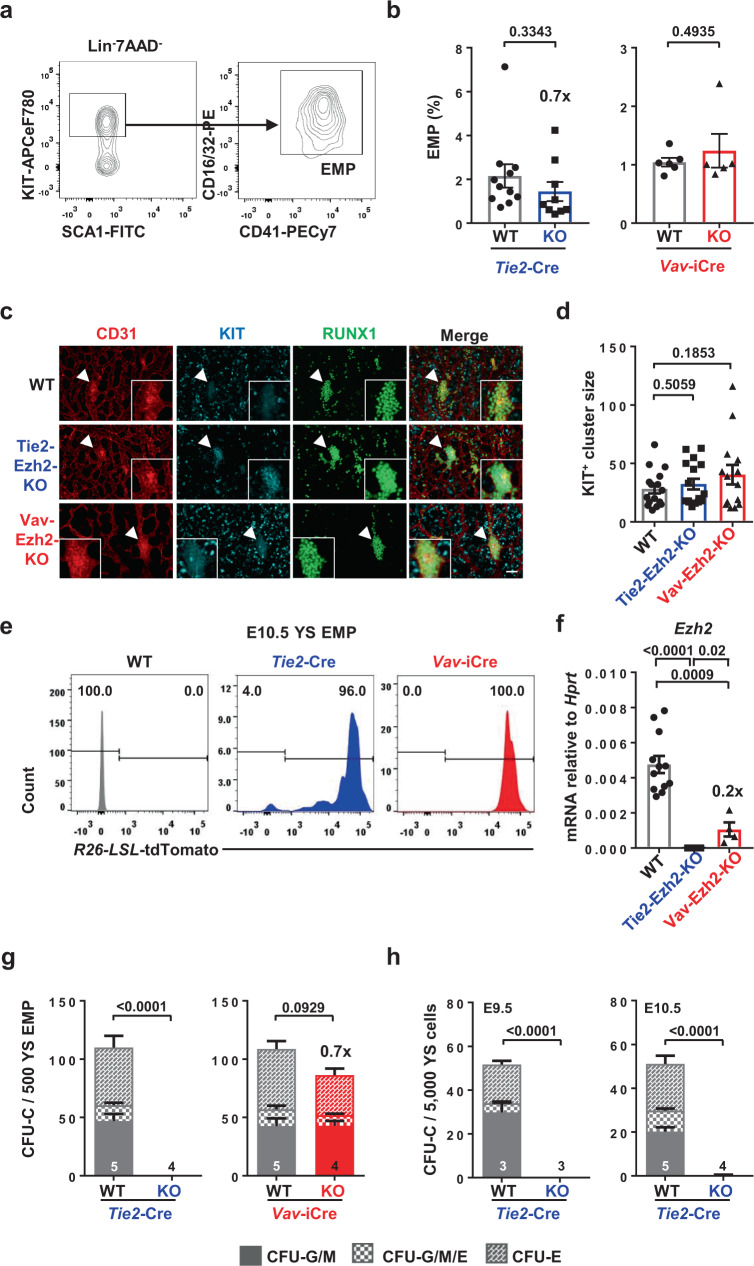
*Ezh2* is essential for functional EMP emergence. **a** Gating strategy used to define EMP (LIN^-^SCA1^-^KIT^+^CD16/48^+^CD41^+^) population within the total YS live singlet population. **b** Percentage of EMP per E10.5 YS (Tie2-Ezh2-WT, *n* = 11; Tie2-Ezh2-KO, *n* = 9; Vav-Ezh2-WT, *n* = 6; Vav-Ezh2-KO, *n* = 5; 3 independent experiments). **c** Representative whole-mount immunostaining of E10.5 YS (*n* = 3 YS, 2 independent experiments) using antibodies against CD31 (red, endothelial marker), KIT (cyan, hematopoietic marker) and RUNX1 (green). White arrowhead enlarged hematopoietic cluster. Scale bars, 50 µm. **d** Number of KIT^+^ cells per hematopoietic cluster in E10.5 YS (WT, *n* = 16; Tie2-Ezh2-KO, *n* = 16; Vav-Ezh2-KO, *n* = 14; 3 biologically independent replicates; 2 independent experiments). **e** Representative FACS histogram showing the recombination efficiency of *Tie2*-Cre (*n* = 2 YS) and *Vav*-iCre (*n* = 3 YS) in E10.5 YS EMP (2 independent experiments). **f** *Ezh2* mRNA expression level in E10.5 YS EMPs (WT, *n* = 12; Tie2-Ezh2- KO, *n* = 5; Vav-Ezh2-KO, *n* = 4; 2 independent experiments). **g**, **h** CFU-C numbers per 500 sorted YS EMPs (**g**) or 5000 total YS cells (**h**). The numbers of biologically independent replicates are indicated at the bottom of each column (3 independent experiments). Two-tailed *t*-test was used to assess statistical significance in **b**, **d**, **f**. Two-way ANOVA was used to assess statistical significance in **g**, **h**. Error bars represent ± or + SEM.

### Ezh2 loss affects transcription and chromatin landscape

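EMPs are progenitors of red and myeloid blood cells that emerge from hemogenic endothelium (HE) in the YS by endothelial-to-hematopoietic transition (EHT). *Tie2*-Cre deletes *Ezh2* in endothelium, before EMPs emerge, and *Vav*-iCre deletes it in hematopoietic cells once they have emerged. RNA from E10.5 YS EMPs was sequenced in 15 libraries, comprising 3 Tie2-Ezh2-WT, 2 Vav-Ezh2-WT, 5 Tie2-Ezh2-KO and 5 Vav-Ezh2-KO libraries. The paper gives 100 cells per replicate, which is used here, while the sample labels give 500. The authors amplified cDNA from these cells by PCR, aligned single-end reads to GRCm38 with TopHat, keeping 1 alignment per read, counted reads on RefSeq genes with featureCounts and deposited RPKM for 17454 genes, of which 577 were listed at 0 in every library. Low RPKM values of a gene are whole multiples of the value of 1 read, and from these steps the reads on genes of each library were recovered. All 16877 genes above 0 came out as whole reads in every library. Each gene was given the shortest length that made its reads whole. The reads given for a gene are therefore the smallest numbers its values allow. Tie2-Ezh2-WT libraries held 10407398 to 41025074 reads on genes (median 15811738) and the Vav-Ezh2-WT libraries 14890780 and 19957939. Tie2-Ezh2-KO libraries held 14818723 to 26825709 (median 15934827) and Vav-Ezh2-KO libraries 11506895 to 28714656 (median 18418304). For a transcript of 2 kb, 1 read was worth 0.0480 RPKM in the shallowest library and 0.0122 RPKM in the deepest, so values near 0.2 RPKM rest on few reads.

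The paper tested counts with DESeq2. Because the deposited values are RPKM, log2(RPKM + 0.2) was tested here with limma, using genes above 0.2 RPKM in at least 1 library, and p-values were adjusted by the Benjamini-Hochberg method. Supplementary Data 1 lists all 5 WT libraries beside the Tie2-Ezh2-KO libraries, so Tie2-Ezh2-KO was compared with the 5 WT libraries together, called WT below, and the same was done for Vav-Ezh2-KO. The paper's text names the corresponding WT as the control of each knockout. A change on the log2(RPKM + 0.2) scale understates the change of genes with low values. The libraries come from 3 independent experiments, which the sample labels do not assign to libraries, so no batch term was fitted.

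*Ezh2* itself lies on chromosome 6 from 47530274 to 47595270. Tie2-Ezh2-WT replicates 4, 10 and 12 had 36.9, 39.5 and 30.1 RPKM of *Ezh2*, and Vav-Ezh2-WT replicates 4 and 6 had 42.0 and 41.5 RPKM. In Tie2-Ezh2-KO replicates 7, 9, 11, 13 and 17, *Ezh2* was at 27.8, 26.2, 24.8, 29.5 and 26.5 RPKM. In Vav-Ezh2-KO replicates 1, 9, 10, 26 and 28, it was at 33.7, 42.4, 37.8, 38.1 and 34.0 RPKM. The Tie2-Ezh2-KO libraries all lay below the WT libraries (27.0 ± 1.78 against 38.0 ± 4.84 RPKM, SD, n = 5 each; two-sided exact permutation test, p = 0.00794), whereas the Vav-Ezh2-KO libraries did not differ from WT (37.2 ± 3.56 RPKM, SD, n = 5; exact permutation test, p = 0.849). The change in Tie2-Ezh2-KO EMPs was -0.48 (standard error 0.12, adjusted p = 0.0418 with limma), a call that held under 11 of the 24 alternatives tried. It was lost, among others, in 7 of the 10 fits with 1 library left out and against the Tie2-Ezh2-WT libraries alone, with limma's adjusted p between 0.0107 and 0.344 over all alternatives. Adjusted over the 52 genes fixed beforehand alone, limma's adjusted p for *Ezh2* was 0.00870. It stayed under 0.05 in 23 of 24 alternatives, and was 0.103 against the Tie2-Ezh2-WT libraries alone. The *Ezh2* values cover the whole gene, and reads on the deleted exons were not separated.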

To identify genome-wide molecular changes in EMPs induced by the inactivation of Ezh2 in either endothelium or hematopoietic cells, we compared by RNA-seq the global gene expression profile of Tie2-Ezh2-KO and Vav-Ezh2-KO E10.5 YS EMPs with their corresponding WT control (Tie2-Ezh2-WT, *n* = 3; Vav-Ezh2-WT, *n* = 2; Tie2-Ezh2-KO, *n* = 5; Vav-Ezh2-KO, *n* = 5; 100 cells per biological replicates). Interestingly, Tie2-Ezh2-KO EMPs clustered separately from the Vav-Ezh2-KO and WT EMPs (Fig. 2a, b). 

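Distances between the 15 libraries were computed over the 500 genes with the most variable log2(RPKM + 0.2), chosen without regard to genotype. The median distance was 48.1 between a Tie2-Ezh2-KO and a WT library and 46.6 between a Tie2-Ezh2-KO and a Vav-Ezh2-KO library. These exceed the median distance within Tie2-Ezh2-KO libraries (37.3), within WT libraries (37.1) and within Vav-Ezh2-KO libraries (32.8). Between Vav-Ezh2-KO and WT libraries the median distance was 34.3, which lies within the range seen among replicates. Set against the other 10 libraries, the 5 Tie2-Ezh2-KO libraries accounted for 31.0% of the variance (pseudo-F 5.84, the variance between groups over that within them). Among the 3003 ways to choose 5 of the 15 libraries, none other gave so large a pseudo-F (exact permutation test, p = 3.33e-04, the smallest p this design allows). The pseudo-F was smallest, at 3.14, when all genes above 0.2 RPKM were used in place of the 500 most variable, with the same exact permutation p.

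In a principal component analysis of the same genes, PC1 carried 32.3% of the variance and separated the Tie2-Ezh2-KO libraries from the rest. Tie2-Ezh2-KO libraries had PC1 scores of 19.8 to 26.9, while those of WT and Vav-Ezh2-KO libraries were all below 0, from -15.8 to -4.6. PC2 carried 11.5% of the variance and did not follow genotype: its lowest scores were those of 1 Tie2-Ezh2-WT library (-27.3) and 1 Tie2-Ezh2-KO library (-17.2). These were replicates 4 and 7, in which a list of visceral endoderm genes was also highest.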

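With limma, 386 of the 14154 genes tested had an adjusted p under 0.05 between the 5 Tie2-Ezh2-KO and the 5 WT libraries, and 1552 had an unadjusted p under 0.05. Among the changes in processing, the choice of controls moved this number most: against the 3 Tie2-Ezh2-WT libraries alone, 187 genes passed. Among the 386 genes, those with the largest rise and with all 5 Tie2-Ezh2-KO libraries above all 5 WT libraries were *Hba-x*, *Esx1*, *Kdelr3*, *Phlda2*, *Hbq1b*, *Fgf15*, *Rln3* and *Alpl*. *Hba-x*, an embryonic globin gene on chromosome 11 from 32276600 to 32278116, rose from 1.36 ± 0.858 RPKM (SD, n = 5) in WT to 166.5 ± 146.4 RPKM (SD, n = 5) in Tie2-Ezh2-KO EMPs, a change of 6.33 on the log2(RPKM + 0.2) scale (standard error 0.62, adjusted p = 8.88e-05 with limma). *Hbq1b*, from 32286964 to 32287912 on the same chromosome, rose from 0.0911 to 3.64 RPKM, although its reads could have been split with its near-identical copy *Hbq1a*. *Phlda2*, on chromosome 7 from 143501545 to 143503145, rose by 4.08 (standard error 0.59, adjusted p = 0.00110 with limma), with WT libraries spread from 0.0858 to 5.35 RPKM. *Esx1*, on the X chromosome from 137115397 to 137122131, had at most 3 recovered reads in any WT library and 7.03 ± 2.08 RPKM (SD, n = 5) in Tie2-Ezh2-KO EMPs. Folds of genes at or near 0 in WT are given against an assumed floor of 3 reads, not against the WT mean. For *Esx1* this floor was 0.113 RPKM, and the Tie2-Ezh2-KO mean was 62.3-fold above it. *Kdelr3* and *Rln3* were listed at 0 in every WT library and reached 3.67 ± 0.779 and 2.35 ± 1.34 RPKM (SD, n = 5 each), at least 28.8-fold and 6.19-fold higher. *Fgf15* and *Alpl* rose by 3.52 and 3.47. The adjusted p of these 8 genes with limma ranged from 9.37e-07 to 0.00110, and all 8 stayed under 0.05 when any 1 library was left out. For each of them the exact permutation test gave p = 0.00794. The choice of genes with complete separation fixed this value in advance, so it adds no evidence.

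**Figure D1:**
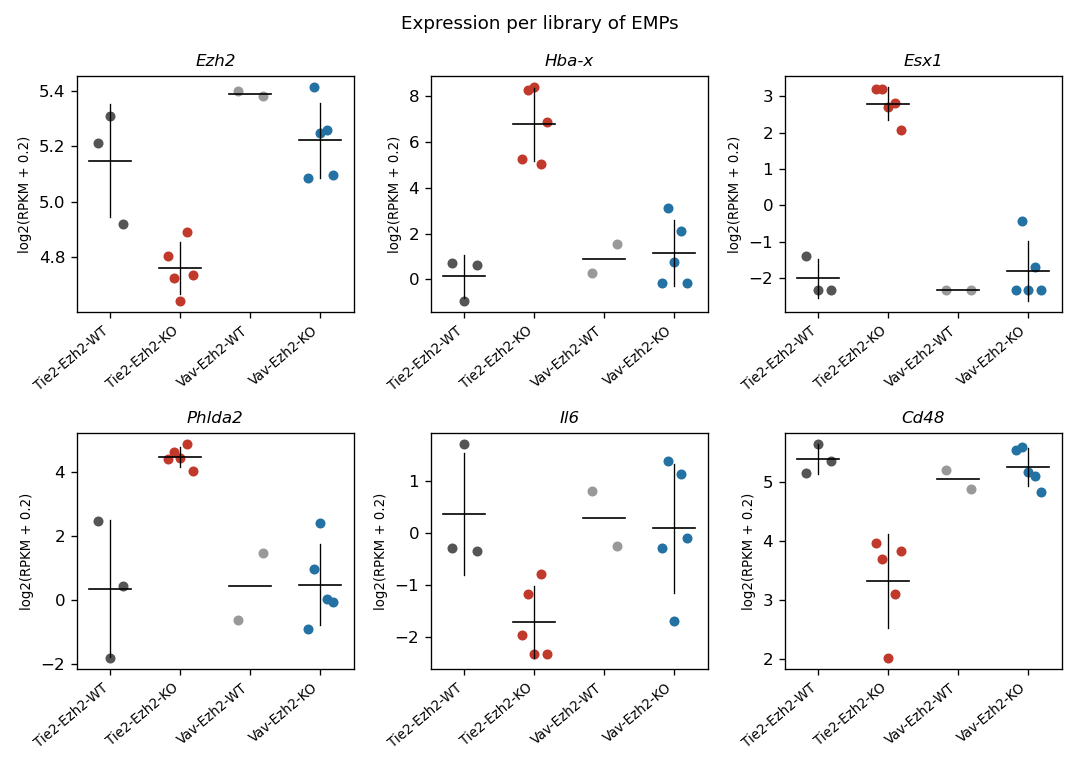
Expression of *Ezh2*, *Hba-x*, *Esx1*, *Phlda2*, *Il6* and *Cd48* in each library, as log2(RPKM + 0.2) on the vertical axis, by genotype on the horizontal axis. Each point is 1 library, horizontal lines are group means and vertical lines are ± SD, drawn for groups of more than 2 libraries. For *Hba-x*, *Esx1* and *Phlda2* the 5 Tie2-Ezh2-KO libraries lie above the 5 WT libraries, and for *Ezh2*, *Il6* and *Cd48* they lie below.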

We found 613 significantly (*P* < 0.05, RPKM > 0.2) differentially expressed (DE) genes in Tie2-Ezh2-KO EMPs (Fig. 2a, b; Supplementary Data 1). These genes were mostly upregulated (*n* = 518, 85% of DE genes) as would be expected following the inactivation of a core member of PRC2, which mainly has a repressive role on gene expression^27^. 

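Of the 386 genes, 343 (88.9%) were higher and 43 (11.1%) were lower in Tie2-Ezh2-KO EMPs. The share of higher genes was 82.3% after quantile normalization and 90.6% after scaling each library to a common median. At an unadjusted p under 0.05, 1163 genes were higher and 389 lower, against 946 and 688 after quantile normalization. Genes at 0 in WT EMPs can only rise, which favours higher calls. Among the 188 changed genes with a WT mean above 1 RPKM, which were free to fall, 78.2% were higher (95% Wilson confidence interval 71.8% to 83.5%), compared with 44.9% of all 9779 tested genes at this level. The interval counts genes as independent, although all come from the same libraries, so it does not measure the spread between embryos. More genes were also detected: 12147 ± 185 genes (SD, n = 5) exceeded 0.2 RPKM in Tie2-Ezh2-KO libraries and 11709 ± 129 (SD, n = 5) in WT libraries (exact permutation test, p = 0.00794).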

Gene set enrichment analysis (GSEA) indicated that the expression of genes previously identified as enriched in endothelial (EC) and HE cell populations^28^ were upregulated within Tie2-Ezh2-KO EMPs in comparison with WT counterparts, indicating a failure to properly downregulate endothelial cell transcriptional programs in the absence of Ezh2 (Fig. 2c). In contrast, Tie2-Ezh2-KO EMPs expressed similar levels of hematopoietic genes (previously defined as enriched in HSCs^28^) as WT EMPs (Fig. 2c). 

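GSEA was run on log2(RPKM + 0.2), ranking genes by signal-to-noise ratio and drawing 10000 random gene sets of the same size, with the EC, HE and hematopoietic sets of Supplementary Data 4. A positive normalized enrichment score (NES) means higher expression in the first group named. Of the 189 EC genes, 135 could be tested. Their NES in Tie2-Ezh2-KO against WT EMPs was 1.56 (gene permutation p = 2.06e-04, 0.00113 after adjustment over the 11 set tests of this study). The rise was carried by part of the set: 78 EC genes were higher and 57 lower, with a median change of 0.06, and 19 of them were among the 386 changed genes, 17 higher and 2 lower. For the 118 HE genes tested, of 179 in the set, the NES was 1.50 (gene permutation p = 0.00176, adjusted 0.00636), with 81 genes higher, 37 lower and a median change of 0.20. In the 10 fits that each left out 1 library, the NES stayed between 1.4 and 1.78 for EC genes and between 1.37 and 1.6 for HE genes. Permuting libraries in place of genes gave the same exact permutation p of 0.00794 for both sets. With the set tests camera and fry both sets stayed past the threshold of 0.05, and neither did when camera estimated the correlation between genes from the data, an alternative chosen after seeing the data. The EC set holds *Hba-x* and other globin genes, and without globin genes its NES was 1.52.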

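For the 123 hematopoietic genes tested, of 138 in the set, the NES in Tie2-Ezh2-KO against WT EMPs was 0.82 (gene permutation p = 0.828). There were 52 genes higher and 71 lower, with a median change of -0.04 on the log2(RPKM + 0.2) scale. Leaving out each library in turn gave NES values from 0.69 to 0.95. The direction depended on the test: camera and fry, which weigh all genes of the set, gave a decrease that was not past the threshold of 0.05, so no change in either direction was resolved.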

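The EMP signature has 91 genes, of which 87 were tested. Its NES in Tie2-Ezh2-KO against WT EMPs was 0.73 (gene permutation p = 0.913), with 27 genes higher, 60 lower and a median change of -0.11 on the log2(RPKM + 0.2) scale. The sign of this score was not stable: it was -1.27 on linear RPKM (gene permutation p = 0.0595) and -0.71 without globin genes, and camera gave a decrease past the threshold of 0.05, while the decrease in fry was not past it. Among the lineage-affiliated genes of Supplementary Fig. 4b, none had an adjusted p under 0.05 with limma over all genes tested. *Gata1* was at 168.3 ± 13.0 RPKM in WT and 177.8 ± 15.3 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each; exact permutation test, p = 0.325). *Sfpi1*, which encodes PU.1, was at 156.6 ± 29.1 and 184.9 ± 23.3 RPKM (SD, n = 5 each; exact permutation test, p = 0.103), and *Nfe2* at 228.2 ± 21.0 and 230.0 ± 22.5 RPKM (exact permutation test, p = 0.913). *Klf1* rose by 0.47 (standard error 0.17, adjusted p = 0.249 with limma), with 2 of the 5 Tie2-Ezh2-KO libraries above all WT libraries. The largest changes in this group were those of *Ms4a6b* (-1.38, standard error 0.39, adjusted p = 0.0864 with limma) and *Tcf7* (1.25, standard error 0.39, adjusted p = 0.122 with limma), for which Tie2-Ezh2-KO libraries held 6 to 40 and 16 to 92 reads. *Ms4a6b* passed the threshold after quantile normalization and without Tie2-Ezh2-KO replicate 17. *Tcf7* passed it with array weights, with Vav-Ezh2-KO as control and without Tie2-Ezh2-KO replicate 11. Over the 24 alternatives, limma's adjusted p ranged from 0.0328 to 0.424 for *Ms4a6b* and from 0.0291 to 0.496 for *Tcf7*. When adjusted over the list alone, the 52 genes fixed beforehand, both passed (limma, adjusted p = 0.0235 for *Ms4a6b* and 0.0321 for *Tcf7*), in 17 and 15 of the 24 alternatives, with ranges of 0.00661 to 0.144 and 0.00403 to 0.152. Neither passed so without Tie2-Ezh2-KO replicate 7 (limma, adjusted p = 0.0691 and 0.0924).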

Tie2-Ezh2-KO EMPs also expressed normal levels of EMP signature genes^26^ without any obvious bias towards specific lineages (Supplementary Fig. 4a, b). 

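Among the 43 genes that fell in Tie2-Ezh2-KO EMPs, those with the largest change and with all 5 Tie2-Ezh2-KO libraries below all 5 WT libraries were *Mrgpra2b*, *Mrgpra2a*, *Il6* and *Cd48*. *Cd48*, on chromosome 1 from 171681245 to 171705258, was well covered, with 419 to 1910 reads per WT library and 65 to 280 reads per Tie2-Ezh2-KO library. It fell from 38.4 ± 7.57 to 10.9 ± 4.72 RPKM (SD, n = 5 each), a change of -1.93 on the log2(RPKM + 0.2) scale (standard error 0.30, adjusted p = 0.00216 with limma). In Vav-Ezh2-KO EMPs it was at 38.4 ± 8.39 RPKM (SD, n = 5). *Mrgpra2b* and *Mrgpra2a*, on chromosome 7 from 47463807 to 47489582 and from 47426325 to 47452164, changed by -2.66 (standard error 0.50) and -2.65 (standard error 0.54). They are near-identical neighbours whose reads could have been split between them, so their separate values are uncertain. Against the Tie2-Ezh2-WT libraries alone neither passed the threshold.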

A much smaller number of genes was downregulated in Tie2-Ezh2-KO EMP (*n* = 95, 15% of DE genes). 

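With the same fit, 1 of the 13646 genes tested had an adjusted p under 0.05 between the 5 Vav-Ezh2-KO and the 5 WT libraries, and 1082 had an unadjusted p under 0.05, 546 higher and 536 lower, a balance that moved to 682 higher and 313 lower after scaling to a common median. The gene was *Sva*, on chromosome 6 from 42038394 to 42042851, which was listed at 0 in all WT and Tie2-Ezh2-KO libraries and at 2.92 ± 1.22 RPKM (SD, n = 5) in Vav-Ezh2-KO EMPs, from 5 to 21 recovered reads per library. Its adjusted p was 3.72e-05 with limma. With limma-voom on the recovered reads, an alternative chosen after seeing the data, no gene passed and 1197 genes had an unadjusted p under 0.05. The recovered reads of *Sva* are the smallest numbers its values allow, so they may be too low in that fit. Between 1 and 2 genes passed when single libraries were left out. Of the 52 genes listed beforehand, 48 were tested here, of which 0 passed over all genes and 1, *Gfi1*, passed when adjusted over the list alone (lower in Vav-Ezh2-KO EMPs, log2 change -1.70, standard error 0.32, adjusted p = 0.00428 with limma).

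Over the 500 most variable genes of these 10 libraries, genotype accounted for 13.5% of the variance (pseudo-F 1.25, exact permutation test, p = 0.0238), and the test no longer passed with all genes (exact permutation p = 0.0556) or with a pseudocount of 1 (exact permutation p = 0.167). In GSEA of Vav-Ezh2-KO against WT EMPs, the NES was 1.41 for EC genes (gene permutation p = 0.0128, adjusted 0.0176), -1.55 for HE genes (p = 0.00286, adjusted 0.00636) and -1.51 for hematopoietic genes (p = 0.00289, adjusted 0.00636). None of these passed when libraries were permuted in place of genes (exact p = 0.294, 0.103 and 0.159). For Tie2-Ezh2-KO against Vav-Ezh2-KO EMPs, the NES was 1.43 for EC genes (gene permutation p = 0.00683), 1.77 for HE genes (p = 1e-04, the smallest that 10000 gene permutations can give) and 1.19 for hematopoietic genes (p = 0.157).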

Unlike the Tie2-Ezh2-KO EMP, the gene expression profile of Vav-Ezh2-KO EMP was highly similar to WT EMP as indicated by differential gene expression, principal component analysis (PCA) and GSEA (Fig. 2a, b; Supplementary Fig. 4c), with only 14 genes being significantly upregulated (*n* = 8) or downregulated (*n* = 6). Collectively, these results indicate that the inactivation of Ezh2 in endothelium leads to increased/sustained expression of a large number of genes in EMPs. In contrast, the deletion of Ezh2 in emerging hematopoietic cells has no significant effects on global gene expression patterns in EMPs.

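A gene past the threshold in Tie2-Ezh2-KO but not in Vav-Ezh2-KO EMPs need not differ between them, so the difference between the 2 effects was tested for each gene, each knockout against its own WT libraries. With limma, 26 of 14394 genes had an adjusted p under 0.05 for this difference, 23 with a more positive change in Tie2-Ezh2-KO and 3 with a more positive change in Vav-Ezh2-KO EMPs, and 942 had an unadjusted p under 0.05. Of the 26 genes, 22 were among the 386 that changed in Tie2-Ezh2-KO EMPs, including *Hba-x*, *Esx1*, *Kdelr3* and *Hoxb13*. The number depended on the processing and on single libraries. It was 12 after quantile normalization and 78 with array weights. Across the 13 fits that each left out 1 library other than a Vav-Ezh2-WT library, it was 9 to 32. The fits without a Vav-Ezh2-WT library were not counted, since 1 such library would remain. From the differential expression, PCA and GSEA results, the paper concludes that inactivating Ezh2 in endothelium increases or sustains the expression of many genes in EMPs.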

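The 179 genes that were higher in Tie2-Ezh2-KO than in Tie2-Ezh2-WT EMPs (limma, adjusted p under 0.05) were followed in the Vav libraries, which had no part in choosing them. Their mean log2(RPKM + 0.2) was 2.45 in Tie2-Ezh2-KO and 0.39 in Tie2-Ezh2-WT libraries, a difference of 2.06. In the Vav-Ezh2-KO libraries it was 0.76, with replicates 1, 9, 10, 26 and 28 at 0.59, 0.99, 0.80, 0.88 and 0.54, and the 2 Vav-Ezh2-WT libraries were at 0.48 and 0.66. The difference of 0.19 equalled the SD of the Vav-Ezh2-KO libraries (0.19) and was not resolved (one-sided exact permutation test, p = 0.190; the smallest p that 5 against 2 libraries allow is 0.0476).

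**Figure D2:**
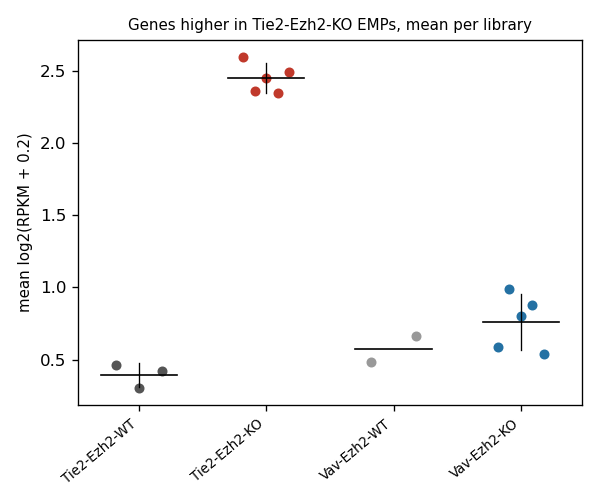
Mean log2(RPKM + 0.2) of the 179 genes in each library on the vertical axis, by genotype on the horizontal axis. Each point is 1 library, horizontal lines are group means and vertical lines are ± SD, drawn for groups of more than 2 libraries. Tie2-Ezh2-KO libraries lie between 2.35 and 2.60, and all other libraries between 0.30 and 0.99.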

**Fig. 2:**
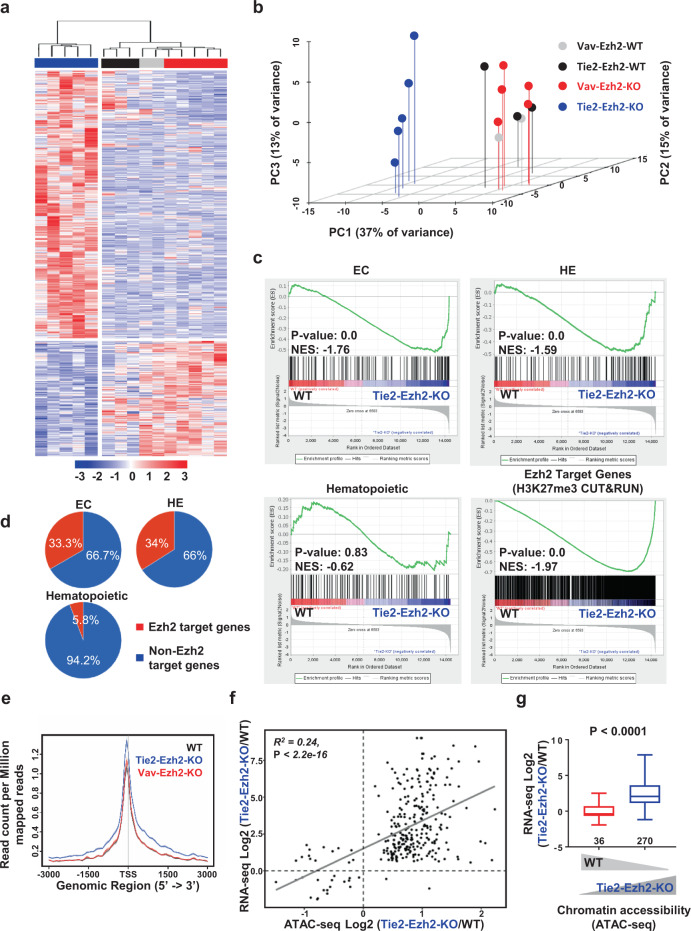
Tie2-Ezh2-KO EMPs maintain endothelial and HE gene expression signatures. **a** Hierarchical clustering and heatmap showing expression levels of all significantly DE genes between Vav-Ezh2-WT (*n* = 2), Tie2-Ezh2-WT (*n* = 3), Vav-Ezh2-KO (*n* = 5) and Tie2-Ezh2-KO (*n* = 5) EMPs. Each replicate represents 100 purified EMPs from individual YS at E10.5 (3 independent experiments). **b** Principal component analysis of RNA-seq data in **a**. **c** GSEA comparing WT and Tie2-Ezh2-KO EMP for EC, HE, hematopoietic and Ezh2 target gene sets. **d** Proportion of Ezh2 target genes in EC, HE and hematopoietic gene sets. **e** Enrichment of ATAC-seq signal around transcription start site (TSS) in E10.5 YS EMPs. Vav-Ezh2-WT (*n* = 3), Tie2-Ezh2-WT (*n* = 3), Vav-Ezh2-KO (*n* = 3) and Tie2-Ezh2-KO (*n* = 5). Each replicate represents 500 purified EMPs from individual YS at E10.5 (2 independent experiments). **f** Scatterplot depicting a significant positive correlation between RNA-seq (selected DE genes, *P* < 0.05, RPKM > 0.2) and ATAC-seq (*P* < 0.05) dataset. Statistical significance was determined based on the Pearson correlation coefficients. **g** Threshold-free comparison between differential accessibility (≤ or ≥ 1.5FC, *P* < 0.05) and RNA expression level. Medians are shown as a solid black line, box indicates the upper (75%) and lower (25%) percentile, whiskers indicate min to max. The numbers of genes are indicated at the bottom of each column. Two-tailed t-test was used to assess statistical significance. DE, differentially expressed; NES, normalized enrichment score.

To further dissect the molecular mechanisms regulated by Ezh2 in EMPs and to infer potential Ezh2 target genes, we performed H3K27me3 CUT&RUN on 500 and 15,000 WT E10.5 YS EMPs (Supplementary Data 2). We detected 5,352 peaks corresponding to 2,420 potential Ezh2 target genes with 500 EMPs (±3 kb from transcription start site (TSS); *P* < 0.01) and 7,093 peaks corresponding to 4,129 potential Ezh2 target genes with 15,000 EMPs (±3 kb from TSS; *P* < 0.05) respectively. The P value stringency was increased for the 500 EMPs dataset to correct for the inherent high background noise associated with this low cell number sample. Nearly 99% of the potential Ezh2 targets identified from the 500 EMPs were present in the 15,000 EMPs H3K27me3 CUT&RUN dataset (Supplementary Fig. 5a). As the lower input number (500 EMPs) probably limits the detection of Ezh2 targets, we considered all the targets identified with 15,000 EMPs as potential Ezh2 target genes. The majority of these Ezh2 target genes were upregulated and enriched in the Tie2-Ezh2-KO EMPs in comparison to WT EMPs (55%; Fig. 2c). A large proportion of EC and HE enriched genes were targets of Ezh2, unlike the hematopoietic genes, which is in line with their upregulation Tie2-Ezh2-KO EMPs detected by GSEA (Fig. 2d; Supplementary Data 3 and 4). This is further supported by gene ontology (GO) analysis which revealed a significant enrichment of EC-related genes (Cadherin signaling pathway and Angiogenesis) in the Ezh2 target genes (Supplementary Fig. 5b).

As Ezh2 is an epigenetic regulator, we next investigated whether the transcriptomic differences between Tie2-Ezh2-KO, Vav-Ezh2-KO, and WT EMPs are linked to differences in chromatin accessibility. We therefore performed ATAC-seq on sets of 500 EMPs for each genotype (Tie2-Ezh2-WT, *n* = 3; Vav-Ezh2-WT, *n* = 3; Tie2-Ezh2-KO, *n* = 5; Vav-Ezh2-KO, *n* = 3). In line with our RNA-seq data, inactivation of Ezh2 by *Tie2*-Cre mainly led to increased chromatin accessibility that was concentrated around TSS (Fig. 2e; Supplementary Fig. 6). Overall, we detected 3183 regions with increased, and 672 regions with decreased, accessibility corresponding to 2513 genes and 640 genes (±5 kb from TSS, *P* < 0.05) respectively. The significantly DE genes in Tie2-Ezh2-KO EMPs demonstrated a significant positive correlation between increased gene expression and augmented chromatin accessibility (Fig. 2f; *R*^*2*^ = 0.24, *P* < 2.2 × 10^−16^). Conversely, a threshold-free comparison between differential accessibility (≤ or ≥ 1.5FC, *P* < 0.05) and RNA expression level also indicated a positive global correlation between increased chromatin accessibility and higher gene expression (Fig. 2g, *P* < 0.0001). 

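The RNA-seq values of these genes are given here for the 5 WT, 5 Tie2-Ezh2-KO and 5 Vav-Ezh2-KO libraries; chromatin accessibility was not analysed here. *Hoxb13*, on chromosome 11 from 96194316 to 96196610, was listed at 0 in all WT libraries and was at 1.3 ± 0.488 RPKM (SD, n = 5) in Tie2-Ezh2-KO EMPs, from 18 to 40 reads per library (adjusted p = 8.88e-05 with limma). This mean was 9.45-fold above an assumed floor of 3 reads (0.138 RPKM). In Vav-Ezh2-KO EMPs, 1 library held 5 reads and the others none. *Igfbp2*, on chromosome 1 from 72824480 to 72852474, was also listed at 0 in WT and was at 0.504 ± 0.238 RPKM (SD, n = 5) in Tie2-Ezh2-KO EMPs, from 6 to 25 reads per library (adjusted p = 0.00222 with limma). Its mean was 3.71-fold above the same assumed floor of 3 reads (0.136 RPKM). *Col5a1*, on chromosome 2 from 27886381 to 28039510, rose from 0.113 ± 0.0732 to 0.516 ± 0.164 RPKM (SD, n = 5 each), a change of 1.19 on the log2(RPKM + 0.2) scale (standard error 0.28, adjusted p = 0.0325 with limma). This call held under 11 of the 24 alternatives tried. It was lost, among others, in 8 of the 10 fits that each left out 1 library, after quantile normalization and against the Tie2-Ezh2-WT libraries alone, with limma's adjusted p between 0.0115 and 0.208 over all alternatives. Adjusted over the 52 genes fixed beforehand alone, limma's adjusted p for *Col5a1* was 0.00739. It stayed under 0.05 in 23 of 24 alternatives, and was 0.0669 with Vav-Ezh2-KO as control. In Vav-Ezh2-KO EMPs *Col5a1* was at 0.240 ± 0.0961 RPKM (SD, n = 5; exact permutation test, p = 0.0397, adjusted 0.784).

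For the hematopoietic genes no difference past the threshold was found. *Runx1* was at 9.76 ± 1.15 RPKM in WT and 8.54 ± 1.73 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each), a change of -0.20 (standard error 0.17, adjusted p = 0.841 with limma). *Gfi1b* was at 207.8 ± 32.5 and 266.6 ± 55.2 RPKM (SD, n = 5 each; 0.35, standard error 0.15, adjusted p = 0.375 with limma). *Itga2b*, which encodes CD41, was at 31.1 ± 6.38 and 28.5 ± 8.70 RPKM (SD, n = 5 each; -0.16, standard error 0.20, adjusted p = 0.899 with limma). Of the 47 genes taken from the paper, 6 passed limma's threshold over all genes tested and 9 did so when adjusted over the list alone, which also held the 5 genes for the check of sex. The study names many of these genes for their values in the same libraries, so the latter count is not independent evidence. With the exact permutation test none of the 47 passed after adjustment over this list, and 12 had an unadjusted p under 0.05. The adjusted test cannot decide on single genes, because at least 9 genes at the smallest p were needed and 6 were there.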

Further supporting the results of GSEA, analysis on the TSS regions of Ezh2 target (*Hoxb13*), EC- (*Col5a1*) and HEC- (*Igfbp2*) genes revealed a positive association between higher chromatin accessibility and increased gene expression, while hematopoietic (*Runx1*, *Gfi1b*, *Itga2b*) genes were not affected (Supplementary Fig. 6). Altogether, these data establish a link between changes in chromatin accessibility and alterations of transcription in Tie2-Ezh2-KO EMPs that are associated with the generation of functionally impaired EMP upon Ezh2 deletion.

### Functional EMP generation requires Ezh2 at EHT initiation

Our results revealed a specific requirement for Ezh2 in EHT in the YS as opposed to the AGM where previous in vivo studies have indicated that Ezh2 is dispensable^17,19^. However, as *Tie2*-Cre induces deletion as soon as endothelial cells develop and thereafter^23^, it is not clear if Ezh2 is required for productive EHT at specific times of YS blood cell development. To address this question, we performed pharmacological inhibition of Ezh2 on ex vivo explant cultures. In agreement with our embryo data, inactivation of Ezh2 with the specific inhibitor GSK126^29^ affected the hematopoietic output of WT YS explant but not AGM explant cultures (Fig. 3a; Supplementary Fig. 7a), supporting the notion that Ezh2 is mainly required for the generation of YS but not AGM derived hematopoietic cells. Importantly, the hematopoietic impact of Ezh2 inhibition was only significant with E8.5 WT YS and not later E9.5 WT YS (Fig. 3a; Supplementary Fig. 7a). As such, these results indicate a more prominent role of Ezh2 in the generation of functional EMPs than in the production of other hematopoietic precursors.

**Fig. 3:**
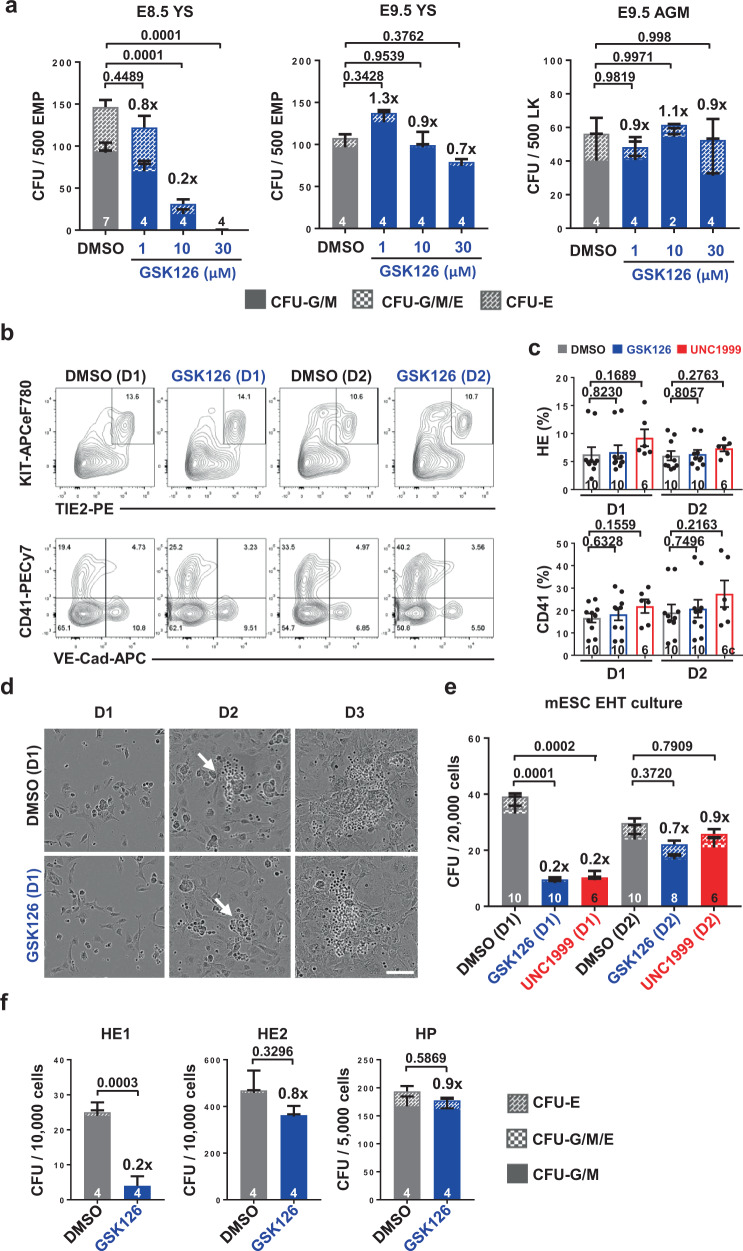
Ezh2 inhibition at HE1 hampers the generation of functional hematopoietic cells. **a** CFU-C numbers of E8.5 YS, E9.5 YS and AGM explant cultures treated with an increasing dosage of GSK126. Numbers of analyzed YS or AGM are indicated at the bottom of each column (2 independent experiments). **b**–**e** FLK1^+^ hemangioblasts were cultured in EHT cultures with or without 1 μM GSK126 or 1 μM UNC1999 at day 1 (D1) or day 2 (D2) and analyzed at day 3 (D3) (5 independent experiments). **b** Representative FACS plot gated on singlets. **c** Percentage of HE (TIE2^+^KIT^+^) and hematopoietic cells (CD41^+^), and representative images extracted from time-lapse imaging **d** showing no effect of Ezh2 inhibition on mESC hematopoietic differentiation. Arrows depict hematopoietic progenitors. Scale bars, 100 µm. **e** Measurement of the hematopoietic output of DMSO, GSK126 or UNC1999 treated D3 cultures with CFU assay. **f** CFU-C assay of DMSO or GSK126 treated HE1, HE2 and HP (4 independent experiments). Gating strategy for HE1, HE2 and HP is detailed in Supplementary Fig. 7d. The numbers of biological replicates are indicated at the bottom of each column. Two-way ANOVA was used to assess statistical significance in **a**, **e**, **f**. Two-tailed *t*-test was used to assess statistical significance in **c**. Error bars represent ± or + SEM.

While our in vivo and ex vivo analysis provided significant insights into the requirement of Ezh2 in the generation of functional EMPs through EHT, they could not pinpoint the exact stage of EHT where Ezh2 exert its roles. We therefore turned to in vitro murine Embryonic Stem Cell (mESC) hematopoietic differentiation, that recapitulates YS hematopoietic development, and allows the detailed analysis of different stages of EHT^8,24^. In this system, mesoderm (MES) derived hemangioblast (HB) generates hematopoietic progenitors (HP) through two hemogenic endothelial stages (HE1 and then HE2). We first assessed the expression of *Ezh2* and its homolog *Ezh1*^30^ in published genome-scale resource of mESC blood cell differentiation, including ES, MES, HB, HE, HP, and macrophage (Mφ) enriched cell populations^31^. *Ezh2* expression was maintained at a high expression level throughout in vitro hematopoietic development until terminal differentiation to myeloid cells. In contrast, *Ezh1* only started to be expressed in differentiated Mφ (Supplementary Fig. 7b). As such, these data suggest that Ezh2 is more likely to regulate YS EHT than its homolog Ezh1, in line with the finding that Ezh1 is dispensable for maintaining fetal hematopoiesis^32^. To examine the effect of Ezh2 inhibition on the dynamics of EHT and subsequent HP formation, we differentiated HB enriched cells, isolated from day three embryonic bodies (EB), in the presence of GSK126 or the Ezh2/Ezh1 dual inhibitor UNC1999 (Supplementary Fig. 7c)^33^. Neither GSK126 nor UNC1999 treatment at day 1 and day 2 of cultures had any impact on the formation of HE (TIE2^+^KIT^+^) and HP (CD41^+^) populations evaluated at day 3 of cultures (Fig. 3b, c). Also, the EHT process appeared normal in treated cultures as indicated by the emergence of HE core-like structures and colonies of round budding cells in time-lapse imaging (Fig. 3d; Supplementary Movies 3 and 4). These results indicate that Ezh2 inhibition does not morphologically affect the EHT process or the generation of phenotypic HE and HP. However, Ezh2 inhibition significantly impaired the ability of the cells generated in these cultures to produce hematopoietic colonies (Fig. 3e). Importantly, delaying the Ezh2 inhibition from day 1 to day 2 of culture dramatically reduced this impact, indicating a more prominent role of Ezh2 early in the EHT. Co-inhibition of Ezh1 (UNC1999) did not exacerbate the effect (Fig. 3e). EHT is a highly dynamic non-synchronous process in bulk cultures. HE can be further separated into HE1 (TIE2^+^KIT^+^CD41^lo^) and HE2 (TIE2^+^KIT^+^CD41^+^) based on the acquisition of CD41 expression^8^. HE2 subsequently differentiates into HP (TIE2^-^KIT^+^CD41^+^) by losing TIE2 expression. We specifically inhibited Ezh2 in sorted HE1, HE2, and HP populations (Supplementary Fig. 7d). Ezh2 inhibition exhibited the most significant impact on the hematopoietic colony outputs of these cultures when added at the HE1 stage (Fig. 3f). Taken together, our in vitro data demonstrate a specific requirement of Ezh2 for the generation of functional hematopoietic cells at the earliest HE1 stage of EHT.

### Temporal regulation of Wnt signaling by Ezh2 during EHT

To identify the molecular pathways responsible for the functional deficiency of EMPs in the absence of Ezh2, we performed unsupervised GSEA on E10.5 YS EMP RNA-seq data with the molecular signatures database hallmark gene sets (Supplementary Data 3). Wnt β-catenin signaling was one of the most significantly upregulated pathways in Tie2-Ezh2-KO EMP (Fig. 4a). 

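The Wnt set of Supplementary Data 4 has 42 genes, of which 33 were tested in the 5 Tie2-Ezh2-KO and 5 WT libraries. Its NES was 1.57, higher in Tie2-Ezh2-KO EMPs (gene permutation p = 0.00810, adjusted 0.0127 over the 11 set tests). The genes did not move together: 18 were higher and 15 lower, the median change was 0.06 on the log2(RPKM + 0.2) scale, and 1 of the 33 was among the 386 changed genes. Permuting libraries in place of genes also gave an NES of 1.57 (exact p = 0.0159). Set tests that weigh all genes of the set (camera and fry) gave the same direction without passing the threshold of 0.05. The NES ranged from 1.32 to 1.65 across the fits that each left out 1 library, and was lowest, and no longer past the threshold, without Tie2-Ezh2-KO replicate 13. The other Hallmark gene sets, among which the paper ranks this pathway, were not analysed here.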

Further supporting a link between Wnt signaling and Ezh2, nearly half of Wnt signaling genes were present in our Ezh2 target gene list (Fig. 4b; Supplementary Data 4) and conversely the GO analysis on the Ezh2 target genes revealed a significant enrichment of Wnt signaling pathway genes (Supplementary Fig. 5b). Accordingly, increased chromatin accessibility was observed at the TSS of the Wnt associated genes *Gnai1*, *Shisa3*, and *Sulf2*, and their expression was upregulated specifically in Tie2-Ezh2-KO EMPs (Supplementary Fig. 6). 

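In the RNA-seq libraries, *Shisa3*, on chromosome 5 of GRCm38 from 67607883 to 67613987, rose from 0.0168 ± 0.0377 RPKM in WT to 0.463 ± 0.121 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each), a change of 1.61 on the log2(RPKM + 0.2) scale (standard error 0.25, adjusted p = 0.00222 with limma). All 5 Tie2-Ezh2-KO libraries held 20 to 58 reads of *Shisa3*, WT libraries 0 to 5 and Vav-Ezh2-KO libraries none. *Gnai1*, on chromosome 5 from 18265135 to 18360413, was at 0.556 ± 0.295 RPKM in WT and 2.00 ± 1.31 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each; 1.43, standard error 0.43, adjusted p = 0.107 with limma). The Tie2-Ezh2-KO libraries ranged from 0.594 to 4.11 RPKM, 4 of the 5 above all WT libraries (exact permutation test, p = 0.0317, adjusted 0.172), and without Tie2-Ezh2-KO replicate 9 limma's adjusted p was 0.0243 (range over all alternatives 0.0243 to 0.361). In Vav-Ezh2-KO EMPs *Gnai1* was at 0.458 ± 0.358 RPKM (SD, n = 5), a change of -0.25 (standard error 0.38, adjusted p = 0.891 with limma). *Sulf2*, on chromosome 2 from 166073899 to 166155683, was close to the limit of detection, at 0.0267 ± 0.0596 RPKM in WT, 0.197 ± 0.174 RPKM in Tie2-Ezh2-KO and 0.0639 ± 0.0657 RPKM in Vav-Ezh2-KO EMPs (SD, n = 5 each). Its rise of 0.71 in Tie2-Ezh2-KO EMPs had a standard error of 0.34 and an adjusted p of 0.494 with limma. Chromatin accessibility at these genes was not analysed here.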

The increase in Wnt signaling in Tie2-Ezh2-KO EMPs was confirmed by nuclear β-CATENIN staining (Fig. 4c). To experimentally evaluate the extent to which sustained Wnt signaling affects EMPs functionality, we treated mESCs EHT cultures with the Wnt agonist CHIR99021^34^ (Supplementary Fig. 8a). We observed that similarly to GSK126, cultures treated at day 1 with CHIR99021 generated similar frequencies of HE and CD41^+^ cells as their WT counterparts, but that their hematopoietic colony output was significantly decreased (Fig. 4d, e). These results indicate that activation/maintenance of the Wnt signaling pathway has a similar hematopoietic impact as Ezh2 inhibition on the EHT. Interestingly, co-treatment with GSK126 and CHIR99021 did not result in a more substantial decrease in colony output, suggesting that the two inhibitors affect a similar process (Fig. 4e). To further assess this finding, we inhibited Wnt signaling with the Wnt antagonist IWP2^35^ in cultures treated with GSK126. We observed a partial rescue of the functional defect caused by Ezh2 inhibition (Fig. 4e). Also, Wnt inhibition was able to partially revert the hematopoietic impact of GSK126 Ezh2 inhibition on HE1 (Fig. 4f; Supplementary Fig. 8b). To examine if similar effects are observed with EMPs, we assessed the effect of Wnt inhibitor treatment on WT and Tie2-Ezh2-KO E10.5 YS EMPs (Supplementary Fig. 8c). In keeping with our mESC result, Wnt signaling inhibition with IWP2 alleviated, to a large extent, the hematopoietic impact of Ezh2 deletion (Fig. 4g). To further strengthen the link between Wnt signaling and EMP functionality, we treated the EMPs with another class of Wnt inhibitor (DKK1) that sequesters the LRP6 co-receptor to prevent activation of the Wnt signaling pathway upon ligand binding^36,37^. This is different from IWP2 which blocks the Wnt signaling by preventing the secretion of WNT ligands^38^. A similar rescue effect of replating efficiency of Tie2-Ezh2-KO E10.5 YS EMPs was observed with both IWP2 and DKK1 treatments, further supporting the importance of regulated Wnt activity in EMP functionality and ruling out potential off-target effects. Noteworthily, the response to IWP2 treatment on EMPs suggests that EMPs express and secrete WNT ligands (Fig. 4g). Indeed, this is supported by our RNA-seq data which show *Wnt4* and *Wnt5b* ligands expression alongside increased *Porcn* expression in Tie2-Ezh2-KO EMPs (Supplementary Fig. 9). 

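*Wnt4*, on chromosome 4 of GRCm38 from 137277635 to 137299501, was at 0.336 ± 0.137 RPKM in WT and 0.208 ± 0.123 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each), from 6 to 24 reads in each Tie2-Ezh2-KO library. Its change of -0.39 on the log2(RPKM + 0.2) scale was within error (standard error 0.30, adjusted p = 0.806 with limma). *Wnt5b*, on chromosome 6 from 119432531 to 119544824, was at 0.0876 ± 0.109 RPKM in WT and 0.21 ± 0.0610 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each), from 7 to 13 reads per Tie2-Ezh2-KO library (0.58, standard error 0.29, adjusted p = 0.519 with limma). *Porcn*, on the X chromosome from 8193846 to 8206548, was at 0.0683 ± 0.126 RPKM in WT and 0.385 ± 0.312 RPKM in Tie2-Ezh2-KO EMPs (SD, n = 5 each). The rise of *Porcn* rested on 0 to 11 reads per WT library and 4 to 23 reads per Tie2-Ezh2-KO library. It was 1.06 (standard error 0.38, adjusted p = 0.235 with limma), with 2 of the 5 Tie2-Ezh2-KO libraries above all WT libraries (two-sided exact permutation test, p = 0.0397, adjusted 0.172 over the 52 genes fixed beforehand).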

Importantly, all these three genes are potential Ezh2 targets (Supplementary Fig. 9). Together, this suggests that Ezh2 regulates Wnt signaling in part by repressing PORCN expression which is important to process WNT4 and WNT5b ligands for their secretion. In conclusion, our data indicate that Wnt signaling is dysregulated upon the deletion of Ezh2 and that its sustained activation is, at least partly, responsible for the production of non-functional EMP.

**Fig. 4:**
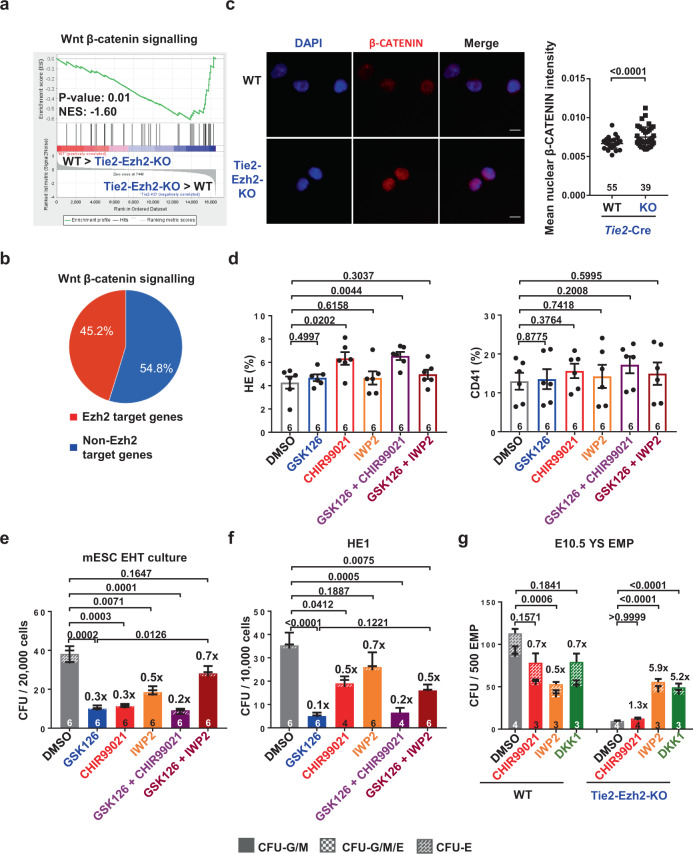
Wnt signaling inhibition rescues the functional block of hematopoiesis created by inhibiting Ezh2. **a** GSEA comparing WT and Tie2-Ezh2-KO EMP for Wnt β-catenin signaling gene sets. **b** Proportion of Ezh2 target genes in Wnt signaling gene sets. **c** Representative immunostaining of E10.5 YS EMPs (2 independent experiments) using antibody against β-CATENIN (red). Nuclear is marked by DAPI staining (blue). Scale bars, 20 µm. Mean nuclear β-CATENIN intensity was analyzed. Numbers of analyzed EMPs are indicated at the bottom of the graph. **d**, **e** FLK1^+^ hemangioblasts were cultured in EHT cultures with or without 1 μM GSK126 at day 1 and 3 μM CHIR99021 or 3 μM IWP2 at day 2 (3 independent experiments). **d** Percentage of HE (TIE2^+^KIT^+^) and hematopoietic cells (CD41^+^) by FACS analysis at day 3. **e** Measurement of the hematopoietic output of DMSO, GSK126, CHIR99021 or IWP2 treated D3 cultures with CFU-C assay. **f** CFU-C assay of DMSO, GSK126, CHIR99021 or IWP2 treated HE1 (4 independent experiments). The numbers of biological replicates are indicated at the bottom of each column in **e**, **f**. **g** Explant culture of DMSO, 3 μM CHIR99021, 3 μM IWP2 or 200 ng/ml DKK1 treated E10.5 YS EMPs (2 independent experiments). Numbers of analyzed YS are indicated at the bottom of each column. Two-tailed *t*-test was used to assess statistical significance in **c**, **d**. Two-way ANOVA was used to assess statistical significance in **e**, **f**, **g**. Error bars represent ± or + SEM.

## Discussion

During ontogeny, YS and AGM are the major sites of the emergence, through EHT, of EMP and HSC respectively. Due to the tremendous clinical potential of HSC in numerous therapies, there has been until recently a much stronger emphasis on investigating and understanding AGM EHT. However, there is an increasing recognition that studying YS EHT would also generate a wealth of critical information^3^. First, a complete understanding of the EHT that gives rise to HSC is achievable only if we identify how AGM EHT differs from EHT in the YS. Secondly, there is increasing evidence that EMPs derived cells are not only sustaining early embryonic development but are also a significant source of hematopoietic cells in adults such as tissue-resident macrophages (Mφ) or subtype of NK cells^3^. Additionally, tumor-associated Mφ, which modulate the tumor microenvironment and contribute to therapy failure, have been proposed to originate from EMPs^39^. Therefore, there is a clear scientific and translational interest to now further investigate the process of YS EHT and, in particular, the generation of EMPs. In this study, we established a critical and specific role of Ezh2 in modulating Wnt signaling during the generation of EMPs from YS HE.

We have previously identified a cell-extrinsic role of Ezh2 in the regulation of FL erythropoiesis, via MMP9 expression, and the intrinsic dispensability of Ezh2 for the emergence of fetal HSC in the AGM^17^. Nevertheless, the development of lethal anemia at E13.5 in Tie2-Ezh2-KO embryos is also strikingly similar to the phenotype associated with loss of EMPs, suggesting a possible defect of YS hematopoiesis which has not been previously investigated. We, therefore, hypothesized here that loss of Ezh2 function in YS endothelial cells might impact YS hematopoiesis, and in particular, the generation of EMPs. To our surprise, we only observed a minor reduction in phenotypic EMP numbers in Tie2-Ezh2-KO YS compared to Vav-Ezh2-KO YS or WT YS. However, when we further assessed ex vivo the colony output capability of Ezh2-inactivated phenotypic EMPs, they were unable to produce any erythroid or myeloid colonies. These results indicate not only a profound functional defect in EMPs generated in Tie2-Ezh2-KO embryos but also highlight the importance to associate functional assays with phenotypic or morphologic quantifications.

The PRC2 is composed of the four major components EZH2, EED, SUZ12, and RBBP4/7^40^. The catalytic subunits EZH1 and EZH2 are mutually exclusive in the PRC2 complex, displaying in general opposite expression patterns. The fact that AGM HE is capable of generating functional HSCs without Ezh2 suggests a potential compensatory role of its homolog, Ezh1, as previously shown in pluripotent mESCs^30^. However, this is unlikely as firstly, *Ezh1* expression is much higher in adult HSCs than in FL LSK cells. Secondly, its deletion does not affect fetal hematopoiesis in contrast to a marked loss of HSCs by senescence in the adult bone marrow^32^. Finally, Ezh1 association with repression instead of promotion of multipotency^41^ would be at odds with a potential role in the generation of HSCs.

The critical involvement of repressive complexes in the EHT is not unexpected, given the dramatic switch in transcriptional programs undergone by these cells. Our results indicate that Ezh2 is particularly required for YS EHT and not AGM EHT. As such, we identified the first element that is essential for YS, but dispensable for AGM hematopoiesis. In contrast, Notch signaling, vascular circulation and the transcription factor Hlf were previously shown to be critical for AGM hematopoiesis, but dispensable for YS blood development^42–46^. We previously identified lysine-specific demethylase 1 (LSD1)^47,48^ as another repressive epigenetic factor implicated in EHT. Indeed, LSD1 is recruited by GFI1, a transcriptional repressor downstream of RUNX1, to epigenetically silence the endothelial program during AGM and YS EHT^49^. Although, no functional HSCs are generated in AGM upon Gfi1/Gfi1b deletion, YS cells were able to produce hematopoietic colonies in vitro despite endothelial program retention^50^, further highlighting mechanistic differences between YS and AGM EHT. Although both EMPs generated in Tie2-Ezh2-KO and Gfi1/Gfi1b KO retain their endothelial signatures, only the Gfi1/Gfi1b KO EMPs are functional in vitro^50^. This finding suggests that loss of Ezh2 affects additional essential processes apart from silencing the endothelial program. The histones deacetylases HDAC1 and HDAC2 are other epigenetic repressors that are individually required but not essential for hematopoietic emergence via modulation of the TGFβ signaling pathway^51^. The deletion of both genes results in apoptosis of cells undergoing EHT and a complete lack of functional hematopoietic cell generation. Altogether, these studies have revealed that epigenetic silencers have critical and often distinct roles during either YS or AGM EHT and in particular impact on signaling pathways.

Indeed, EHT is a highly intricate process that is orchestrated by complex spatiotemporal activations and repression of signaling pathways such as fibroblast growth factor, Kit, Notch, BMP, TGFβ, retinoic acids and Wnt^52–54^. Among them, Wnt is crucial at multiple stages of mouse developmental hematopoiesis. Wnt has been shown to be critical for both EMP and HSC production as β-catenin deletion by *Cdh5*-Cre reduces EMP and HSC numbers significantly^55,56^. Interestingly, Wnt requirement was only transient as its inactivation from the hematopoietic stage by *Vav*-iCre has no impact on the HSC^55^. In contrast, Wnt need to be downregulated upon HSC emergence, and its constant activation will impair HSC formation^57^. Our data indicate that the EHT giving rise to EMPs is also sensitive to Wnt dosage as we observed both over-activation and inhibition of Wnt have a negative effect on EHT. Therefore, our study demonstrates that the Wnt dependency is conserved between YS and AGM EHT and that Ezh2 is the direct upstream epigenetic regulator of Wnt in YS EHT. This is further substantiated by a recent finding that established the regulatory role of another member of the PRC2 complex, Mtf2, on Wnt signaling during definitive hematopoiesis^58^.

In summary, the current work has revealed a pronounced impact of Ezh2 inactivation on YS EHT, leading to the generation of non-functional EMPs. Loss of Ezh2 in HE results in sustained Wnt activity during YS EHT and consequently the maintenance of the endothelial signature in EMPs. These findings provide evidence of a previously unrecognized stage-specific role of Ezh2 in YS EMP emergence and demonstrate the importance of epigenetic reprogramming during EHT. These studies highlight the usefulness of combining mouse genetic modeling, mESC differentiation system and pharmacological drug treatment in understanding the initiation of definitive hematopoiesis in the YS.

## Methods

### Mouse lines

*Ezh2*^*fl/fl*^^59^, *Tie2-Cre*^23^, *Vav-iCre*^22^, and *Rosa26-LSL-tdTomato*^60^ reporter mice have been previously described. All mice were either on C57BL/6 (CD45.2) background or backcrossed to C57BL/6 (>5 generations). All mice were bred and maintained in accordance with UK Home Office project license 30/3103 and 70/8472. All experiments were approved by the Oxford University Clinical Medicine Ethical Review Committee and CRUK-Manchester Institute Animal Welfare and Ethical Review Body. Embryonic development was estimated considering the day of vaginal plug formation as 0.5 d post- coitum (dpc) and somite pairs (sp). Both male and female mice were used. Genotyping primer sequences are provided in Supplementary Table 1.

### FACS analysis and sorting

FACS experiments were performed using LSRII, LSRFortessa, LSRFortessa X20, Influx, AriaII, AriaIII and Aria Fusion cytometers (BD Biosciences). Data was analyzed using BD FACSDiva 8.0.1 and FlowJo software (TreeStar). Cells were incubated in Fc-block before being stained with antibodies at predetermined (titrated) optimized concentrations. Gates were set using a combination of fluorescence-minus-one controls and also populations that are known to be negative for the antigen. Clones and suppliers of all antibodies used are provided in the Supplementary Table 2.

### Fetal liver and YS tissue preparation

Dissected fetal liver (FL) and YS, at indicated embryonic stages, were finely chopped and the obtained fragments were digested in a mix of Collagenases IV (2 mgml^−1^, Worthington) and DNase I (200 Uml^−1^, Calbiochem) at 37 °C with gentle agitation for 15 min. The dissociated cells were centrifuged at 300 g for 6 min and resuspended in PBS supplemented with 10% FBS.

### Whole-mount immunofluorescence staining and analysis

YS was isolated from E10.5 embryos and fixed for 1 h in 4% paraformaldehyde/PBS on ice. Embryos were dehydrated in an increasing methanol/PBS gradient (50% methanol/PBS; then 100% methanol for 10 min at 4 °C) and stored at −20 °C in 100% methanol. Following rehydration, the samples were incubated in PBT (PBS plus 0.4% Triton X-100) with 0.2% BSA and 2% normal serum (goat, donkey, rabbit or rat) for at least 2 h at 4 °C. The samples were incubated overnight with primary antibodies (or isotype controls) diluted in PBT with BSA and normal serum and washed three times in PBT the next day (at least 1 h per wash). The samples were incubated overnight with secondary antibodies plus Hoechst (1:1000) diluted in PBT and washed three times in PBT the next day. The samples were cleared in 50% glycerol/PBS solution for overnight at 4 °C. The samples were flat-mounted on a Superfrost slide (Thermo Scientific) with a drop of 50% glycerol/PBS solution. A coverslip was placed on top to cover the sample and secured with clear nail polish. Images were acquired with a Zeiss 780 confocal upright microscope and analyzed using Fiji and Imaris software. Clones and suppliers of all antibodies used are detailed in the Supplementary Table 3.

### ESC culture and CFU-C assay

ESC cultures, maintenance, and differentiation and composition of the different media were described previously^24,61^. For drugs treatment, 1 μM (GSK126 and UNC1999) or 3 μM (CHIR99021 or IWP2) of the compounds were added to the EHT culture at indicated stages. CFU-C assay was performed as described previously^24^. Briefly, CFU assay was performed by culturing cells in a semi-solid methylcellulose matrix with appropriate cytokines and supplements (M3434, Stem Cell Technologies). Discrete cell clusters or colonies were counted after 7-10 days of culture. Types of colony were defined according to their distinct morphology. CFU-G/M, Colony-forming unit-granulocyte/macrophage; CFU- G/M/E, Colony-forming unit-granulocyte/macrophage/erythroid; CFU-E, Colony-forming unit-erythroid. Drugs used are listed in the Supplementary Table 4.

### Explant culture

Whole AGM or YS were cultured on top of a 0.65 μm Durapore filter (Millipore, cat. no. DVPP02500) supported by a steel mesh in IMDM media (Gibco) supplemented with 20% fetal calf serum (Gibco), 1% penicillin/streptomycin (Gibco), 1% L-glutamine (Gibco), 0.1 mM 2-mercaptoethanol, 100 ngml^−1^ IL- 3, 100 ngml^−1^ SCF and 100 ngml^−1^ FLT3L (all cytokines from Peprotech) at 37 °C, 5% CO_2_ and a gas–liquid interface for 3 days. For drugs treatment, tissues were pretreated with 10 μM GSK126 for 2 h in complete media before explant culture. 3 μM IWP2 was added to the culture after 24 h of culture. Tissues were harvested after 72 h of culture for FACS analysis and YS EMP or AGM LK were sorted for CFU-C analysis. Drugs used are listed in the Supplementary Table 4.

### Time-lapse imaging

ESC lines were cultured and differentiated as described above. For time-lapse imaging, 50,000 day 3 FLK1^+^ cells or hundreds of sorted E10.5 YS EMPs were plated in 24 or 96-well plates. Time-lapse imaging were acquired using an IncuCyte Zoom device (Essen Instruments).

### Immunofluorescence staining

For β-CATENIN staining, sorted EMPs were cytospin onto microscope slides and fixed with 2% paraformaldehyde/PBS for 10 min, permeabilized with 0.2% Triton X-100 for 5 min and stained with anti-β-CATENIN antibody (Cell Signaling Technologies) overnight. Stained cells were photographed with an EVOS Imaging System (Thermofisher). Clones and suppliers of all antibodies used are provided in the Supplementary Table 3.

### Apoptosis staining

Apoptosis (A35110, Invitrogen) staining were performed according to the manufacturer’s instructions.

### RNA-seq

100 EMPs were prepared for RNA-seq using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Clontech). cDNA libraries were pre-amplified using 16 cycles of PCR. cDNA libraries were prepared using Nextera XT (Illumina). Samples were sequenced using the Illumina NextSeq 500/550 platform, generating 75 bp single-end reads.

### RNA-seq analysis

We used TopHat (v2.0.13)^62^ to align short reads to the mouse (GRCm38/mm10) reference genome. The mapping parameter “−g 1” was used to allow one alignment to the reference for a given read. The ‘featureCounts’^63^ software was used to count reads on the basis of the RefSeq gene model. Reads per kilobase of transcript per million mapped reads (RPKM) values were calculated using a script in R. We normalized the RPKM values into log2 scale. PCA was performed using the DESeq2 package (1.32.0)^64^ using the ‘plotPCA’ function. Heatmap was plotted using the pheatmap package. DESeq2 was used for differentially expressed gene analysis base on the read count. P values are derived from Wald test.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was performed using GSEA software (v2.2.0) (RRID:SCR_003199). P values were estimated by permuting the genes, with the result that genes are randomly assigned to the sets while maintaining their size. The Hallmark gene sets were obtained from MSigDB (RRID:SCR_003199) and converted to mouse gene identifiers using the Biomart (RRID:SCR_006442) R package prior to analysis. EC, HE and hematopoietic gene sets were derived from the previously published gene list^28^ and converted to mouse gene identifiers using Biomart. The Ezh2 target gene set was defined based on H3K27me3 CUT&RUN data. Genes with expression levels lower than 0.2 RPKM were excluded from the analysis.

### CUT&RUN

500 or 15,000 EMPs were prepared for CUT&RUN using the CUT&RUN kit from Cell Signaling Technologies with Rabbit (DA1E) mAb IgG XP® isotype control (Cell Signaling Technologies) and anti-H3K27me3 (07-449, Merck MilliPore). Sequencing libraries were prepared using the NEBNext® UltraTM II DNA Library Prep Kit for Illumina® (New England Biolabs) with 17 (500 EMPs) or 16 (15,000 EMPs) cycles of amplification. Libraries were sequenced using the Illumina NextSeq 500 (500 EMPs) and NovaSeq 6000 (15,000 EMPs) platform, generating 76 bp (500 EMPs) and 59 bp (15,000 EMPs) paired-end reads. Clones and suppliers of all antibodies used are listed in the Supplementary Table 5.

### CUT&RUN analysis

Raw sequencing reads were aligned to mouse genome (mm10) using Bowtie2, version 2.2.1^65^. Peak calling was performed on the aligned BAM files using MACS2, version 2.1.2^66^ using the parameter -- broad and –P value 0.05 (for the 15,000 EMPs) or 0.01 (for the 500 EMPs). P values were calculated by MACS2. Regions called as peaks were annotated in R using the Bioconductor package ChIPpeakAnno, version 3.20.1^67^. BigWig files were generated from the BAM file using the deeptools program, version 3.5.1^68^.

### ATAC-seq

500 EMPs were sorted into a 0.5-ml DNA LoBind tube (Eppendorf #022431005) containing 23.75 μl of transposition mix (8.25 μl PBS, 2.5 μl water, 12.5 μl 2× TD Buffer, 0.25 μl 1% digitonin and 0.25 μl 10% Tween-20). 1.25 μl Tn5 transposase was added to the tube and incubated at 37 °C for 30 min in a thermomixer with shaking at 300 r.p.m. Reactions were cleaned up with Qiagen MinElute Kit. The transposed DNA was pre-amplified/indexed with 14 cycles of PCR with NEBNext High-Fidelity 2x PCR master mix. Samples were sequenced using the Illumina NextSeq 500/550 platform.

### ATAC-seq analysis

Sequencing reads from ATAC-Seq samples are quality checked using FASTQC. All bases with a Phred quality score ≤ 20 and any adapter sequences present in the data are removed using FASTX-Toolkit. The cleaned and trimmed reads from previous steps are mapped to the mm10 reference assembly using Bowtie2 v2.2.1^65^. The resulting alignment SAM files are processed using SAMtools. v1.3.1 to remove unmapped reads, multimapping reads and mitochondrial reads. Picard.v.1.96’s MarkDuplicates program is fused to filter out duplicate reads. We finally retain uniquely mapped reads that are mapped in a proper pair with a mapping quality ~20 and the SAM files are converted into BAM files and indexed. The alignment results (BAM files) are used in MACS2 v2.1.2^66^ (--shift 100 --extsize 200 --qvalue 0.01 --keep-dup 1 --slocal 10000 --SPMR --bdg) for peak calling to identify genome-wide open chromatin regions which are characterized by enriched signals (reads). Homer v4.10^69^ is used to annotate the significant peaks. Differential chromatin modification analysis between wild-type and knockout sample are performed by diffReps v1.55.4^70^ with negative binomial statistical tests.

### Quantitative real time PCR

Quantitative real time polymerase chain reaction (PCR) analysis was performed using the TaqMan gene expression assays (Life Technologies). CellsDirect One-Step qRT-PCR kit (Invitrogen) was used for cDNA synthesis and pre-amplification of target genes. Cells were FACS-sorted directly into 10 μL (bulk; 50 cells) of lysis/pre-amplification buffer. 10 μL of this buffer consisted of: 2.5 μL Taqman assay mix containing all assays at 0.2x dilution, 5 μL CellsDirect 2x Reaction mix (Invitrogen), 1.2 μL CellsDirect RT/Taq mix (Invitrogen), 1.2 μL TE buffer and 0.1 μL SUPERase-In RNase Inhibitor (Ambion). Reverse transcription and target pre-amplification were performed as follows: 50 °C for 15 min; 95 °C for 2 min; 22 cycles of 95 °C for 15 s and 60 °C for 4 min. Pre-amplified product was diluted 1:5 in TE buffer and analyzed using the ABI 7500 Fast real-time PCR instrument with specific Taqman probe (listed in Supplementary Table 6) that targeting *Ezh2* deleted exon. Data were normalized to *Hprt*.

### Statistics

All statistical analyses were performed using GraphPad Prism 7.0. All results are presented in graphs are the mean ± SEM. Each exact n value is indicated in the corresponding figure legend. No statistical method was used to predetermine sample size. No samples or animals were excluded from the analyses, and the animals were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. A two-tailed unpaired t-test was used for all analysis except CFU assays which were analyzed with two-way ANOVA. FACS and immunofluorescence data presented are representative of at least three independent experiments that yielded similar results, unless otherwise noted in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

The RNA-seq, ATAC-seq and CUT&RUN data generated in this study have been deposited in the GEO database under accession code GSE181873. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors
**Source:** Nat Commun. 2021 Dec 2;12:7019. doi: 10.1038/s41467-021-27140-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for:

## **Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors**

Wen Hao Neo<sup>1,2</sup>, Yiran Meng<sup>3</sup>, Alba Rodriguez-Meira<sup>1</sup>, Muhammad Z. H. Fadlullah<sup>2</sup>, Christopher A. G. Booth<sup>1</sup>, Emanuele Azzoni<sup>3,4</sup>, Supat Thongjuea<sup>5</sup>, Marella F. T. R. de Bruijn<sup>3</sup>, Sten Eirik W. Jacobsen<sup>1,6</sup>, Adam J. Mead<sup>1\*</sup> and Georges Lacaud<sup>2\*</sup>

### **1. Supplementary Figures**

**Supplementary Fig. 1.** Related to Fig. 1

**Supplementary Fig. 2.** Related to Fig. 1

**Supplementary Fig. 3.** Related to Fig. 1

**Supplementary Fig. 4.** Related to Fig. 2

**Supplementary Fig. 5.** Related to Fig. 2

**Supplementary Fig. 6.** Related to Fig. 2

**Supplementary Fig. 7.** Related to Fig. 3

**Supplementary Fig. 8.** Related to Fig. 4

**Supplementary Fig. 9.** Related to Fig. 4

### **2. Supplementary Tables**

**Supplementary Table 1.** Mouse genotyping PCR primers.

**Supplementary Table 2.** Antibodies used for FACS analysis and sorting experiments.

**Supplementary Table 3.** Antibodies used for immunofluorescence staining.

**Supplementary Table 4.** Pharmacological drugs.

**Supplementary Table 5.** Antibodies used for CUT&RUN.

**Supplementary Table 6.** Taqman probes.

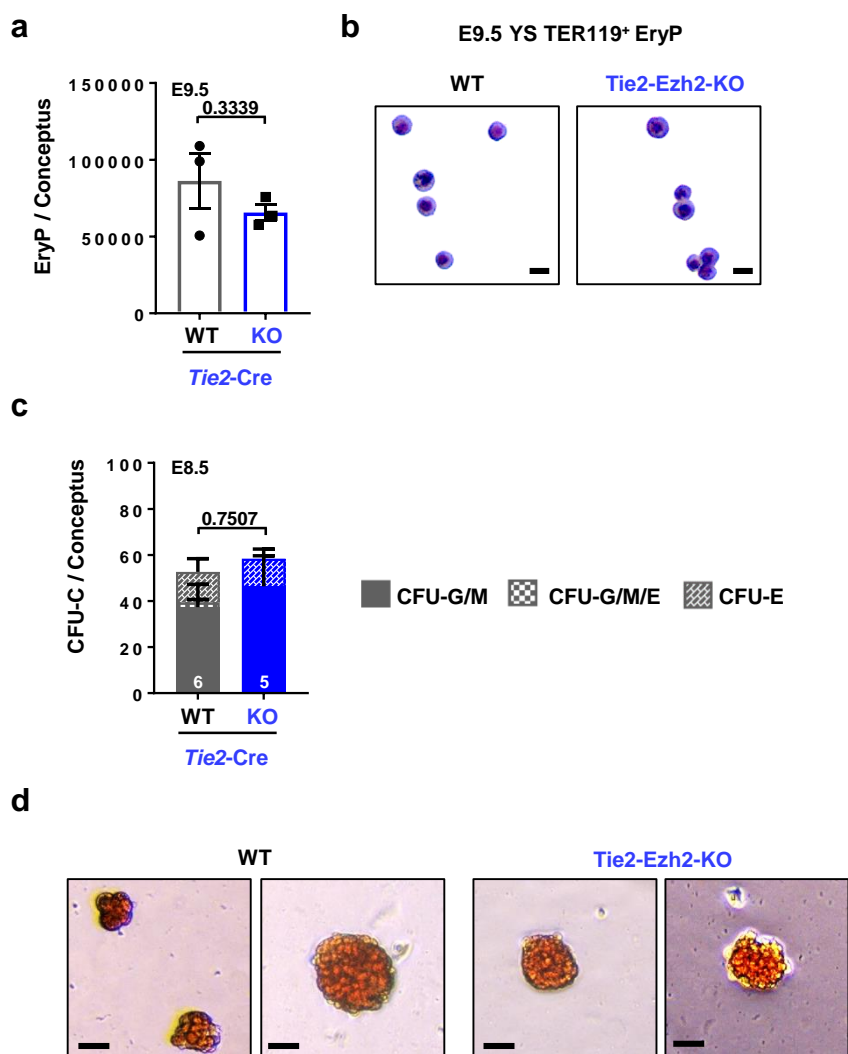

**Supplementary Fig. 1** Normal primitive hematopoiesis in Tie2-Ezh2-KO embryo. **a** Total number of primitive erythroid (EryP) in E9.5 embryos (n = 3, 2 independent experiments). **b** Representative images of Wright-Giemsa stained cytopins from E9.5 TER119<sup>+</sup> EryP. Scale bars, 20  $\mu$ m. **c** Number of CFU-C in E8.5 concepti (the head was removed for genotyping). The numbers of biologically independent replicates are indicated at the bottom of each column (2 independent experiments). **d** Representative images of EryP colonies from E8.5 CFU-C assay (2 independent experiments). Scale bars, 40  $\mu$ m. Two-tailed t-test was used to assess statistical significance in **a**. 2way ANOVA was used to assess statistical significance in **c**. Error bars represent  $\pm$  or + SEM.

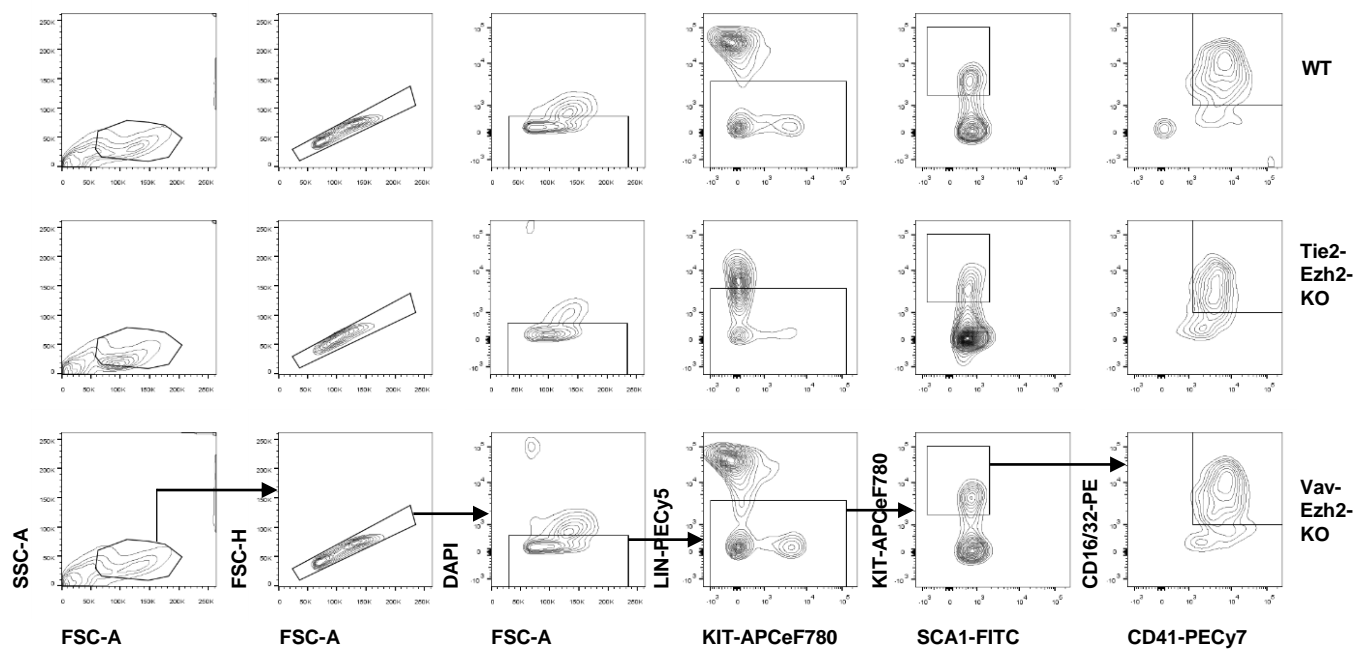

## Supplementary Fig. 2 EMP FACS analysis.

Gating strategy used to define E10.5 YS EMP population.

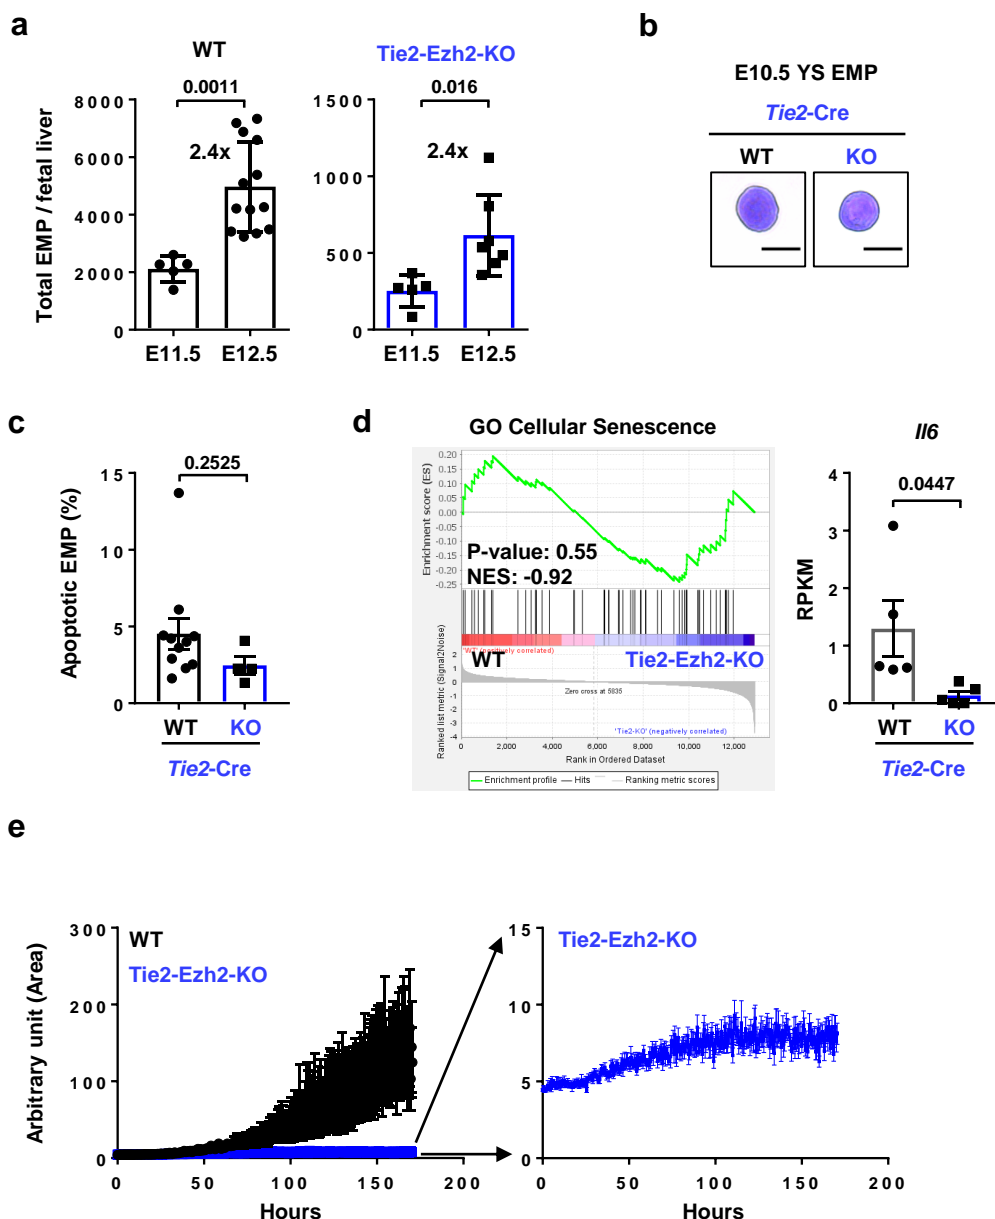

**Supplementary Fig. 3** Phenotyping Tie2-Ezh2-KO EMPs. **a** Total number of EMPs in E11.5 and E12.5 fetal liver. Fold of increment between E10.5 and E11.5 was indicated (WT, E11.5, n = 5; WT, E12.5, n = 13; Tie2-Ezh2-KO, E11.5, n = 5; Tie2-Ezh2-KO, E12.5, n = 7; 3 independent experiments). **b** Representative images of Wright-Giemsa stained cytopins from E10.5 YS EMPs (2 independent experiments). Scale bars, 20  $\mu$ m. **c** Percentage of apoptotic (Annexin V<sup>+</sup>7AAD<sup>-</sup>) EMP in E10.5 YS (Tie2-Ezh2-WT, n = 11; Tie2-Ezh2-KO, n = 4; 2 independent experiments). **d** Left: GSEA comparing WT and Tie2-Ezh2-KO EMPs for GO cellular senescence gene sets. Right: Expression of *Il6* in WT and Tie2-Ezh2-KO EMPs. Vav-Ezh2-WT (n = 2), Tie2-Ezh2-WT (n = 3) and Tie2-Ezh2-KO (n = 5). Each replicate represents 100 purified EMPs from individual YS at E10.5 (3 independent experiments). **e** Growth curves of E10.5 YS EMPs in liquid culture. Zoomed in section of Tie2-Ezh2-KO EMPs growth curve on the right. Two-tailed t-test was used to assess statistical significance in **a**, **c**, **d**. Error bars represent  $\pm$  SEM.

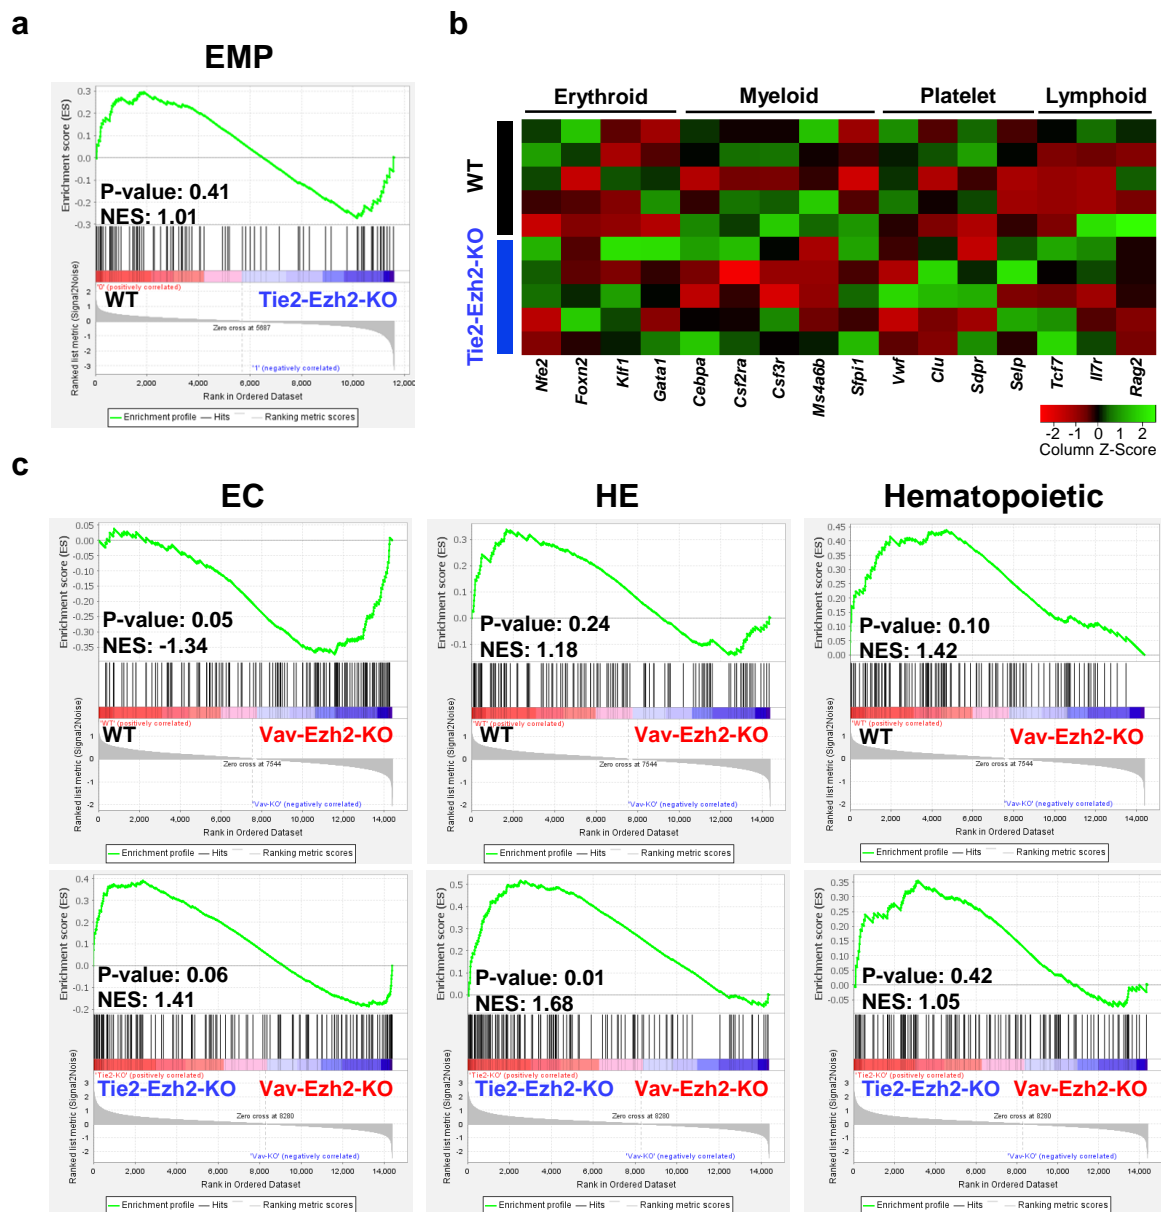

**Supplementary Fig. 4** **a** GSEA comparing WT and Tie2-Ezh2-KO EMPs for EMP gene sets. **b** Heatmap for expression of lineage-affiliated genes in WT and Tie2-Ezh2-KO EMPs. **c** GSEA comparing WT, Vav-Ezh2-KO and Tie2-Ezh2-KO EMPs for EC, HE, hematopoietic specific gene sets. NES, normalized enrichment score.

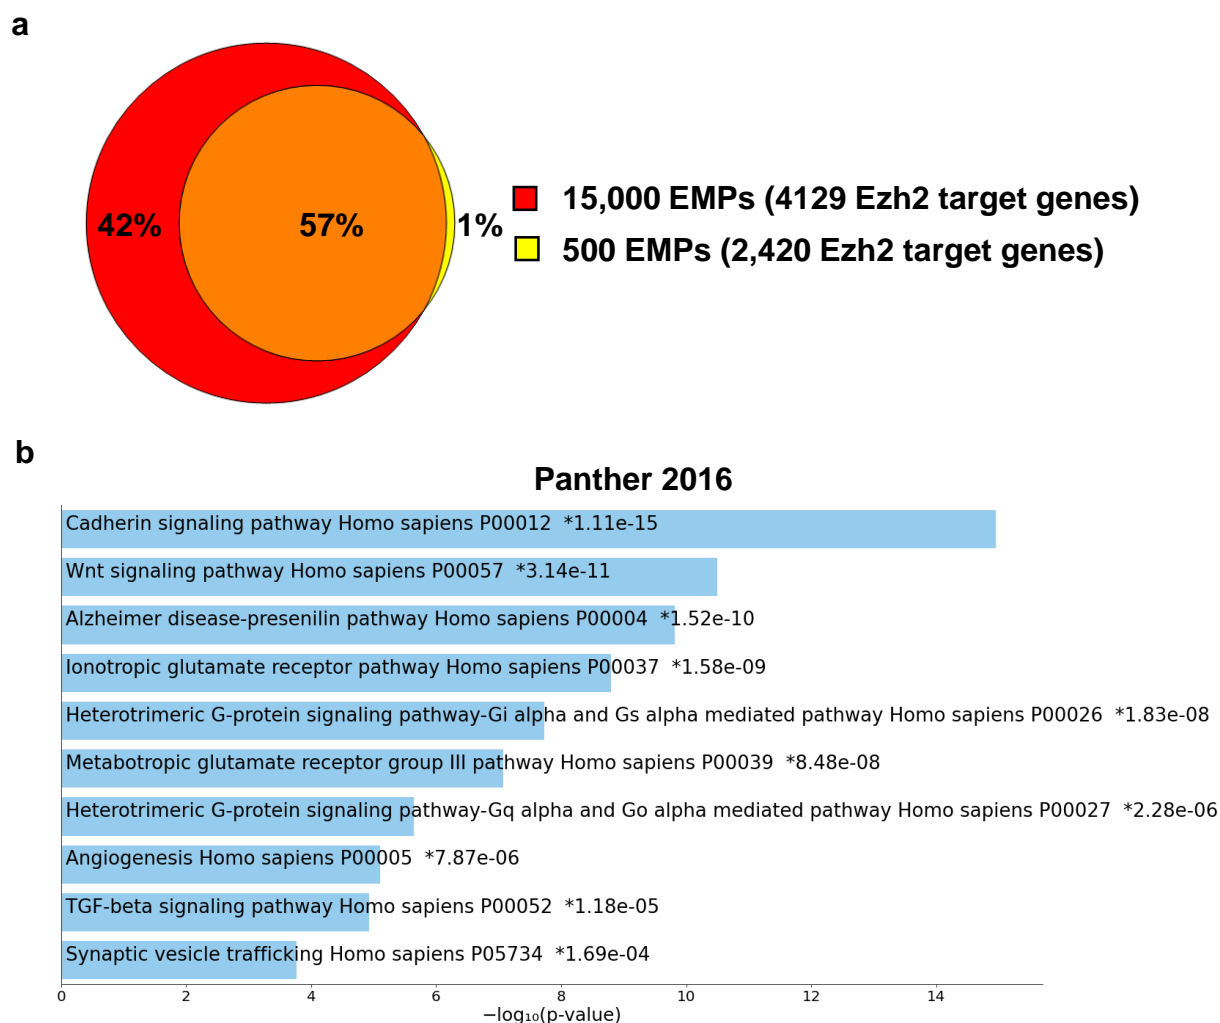

**Supplementary Fig. 5 a** Overlap of H3K27me3 positive genes (Ezh2 target genes) profiled by CUT&RUN with 500 or 15,000 E10.5 YS EMPs. 5,641 peaks which corresponded to 2,420 potential Ezh2 target genes (500 EMPs;  $\pm 3\text{kb}$  from TSS;  $P < 0.01$ ) and 7,611 peaks which corresponded to 4,129 potential Ezh2 target genes (15,000 EMPs;  $\pm 3\text{kb}$  from TSS;  $P < 0.05$ ) were detected. **b** Gene ontology enrichment analysis on Ezh2 target gene list with Panther 2016 using Enrichr. P values are computed from the Fisher exact test.

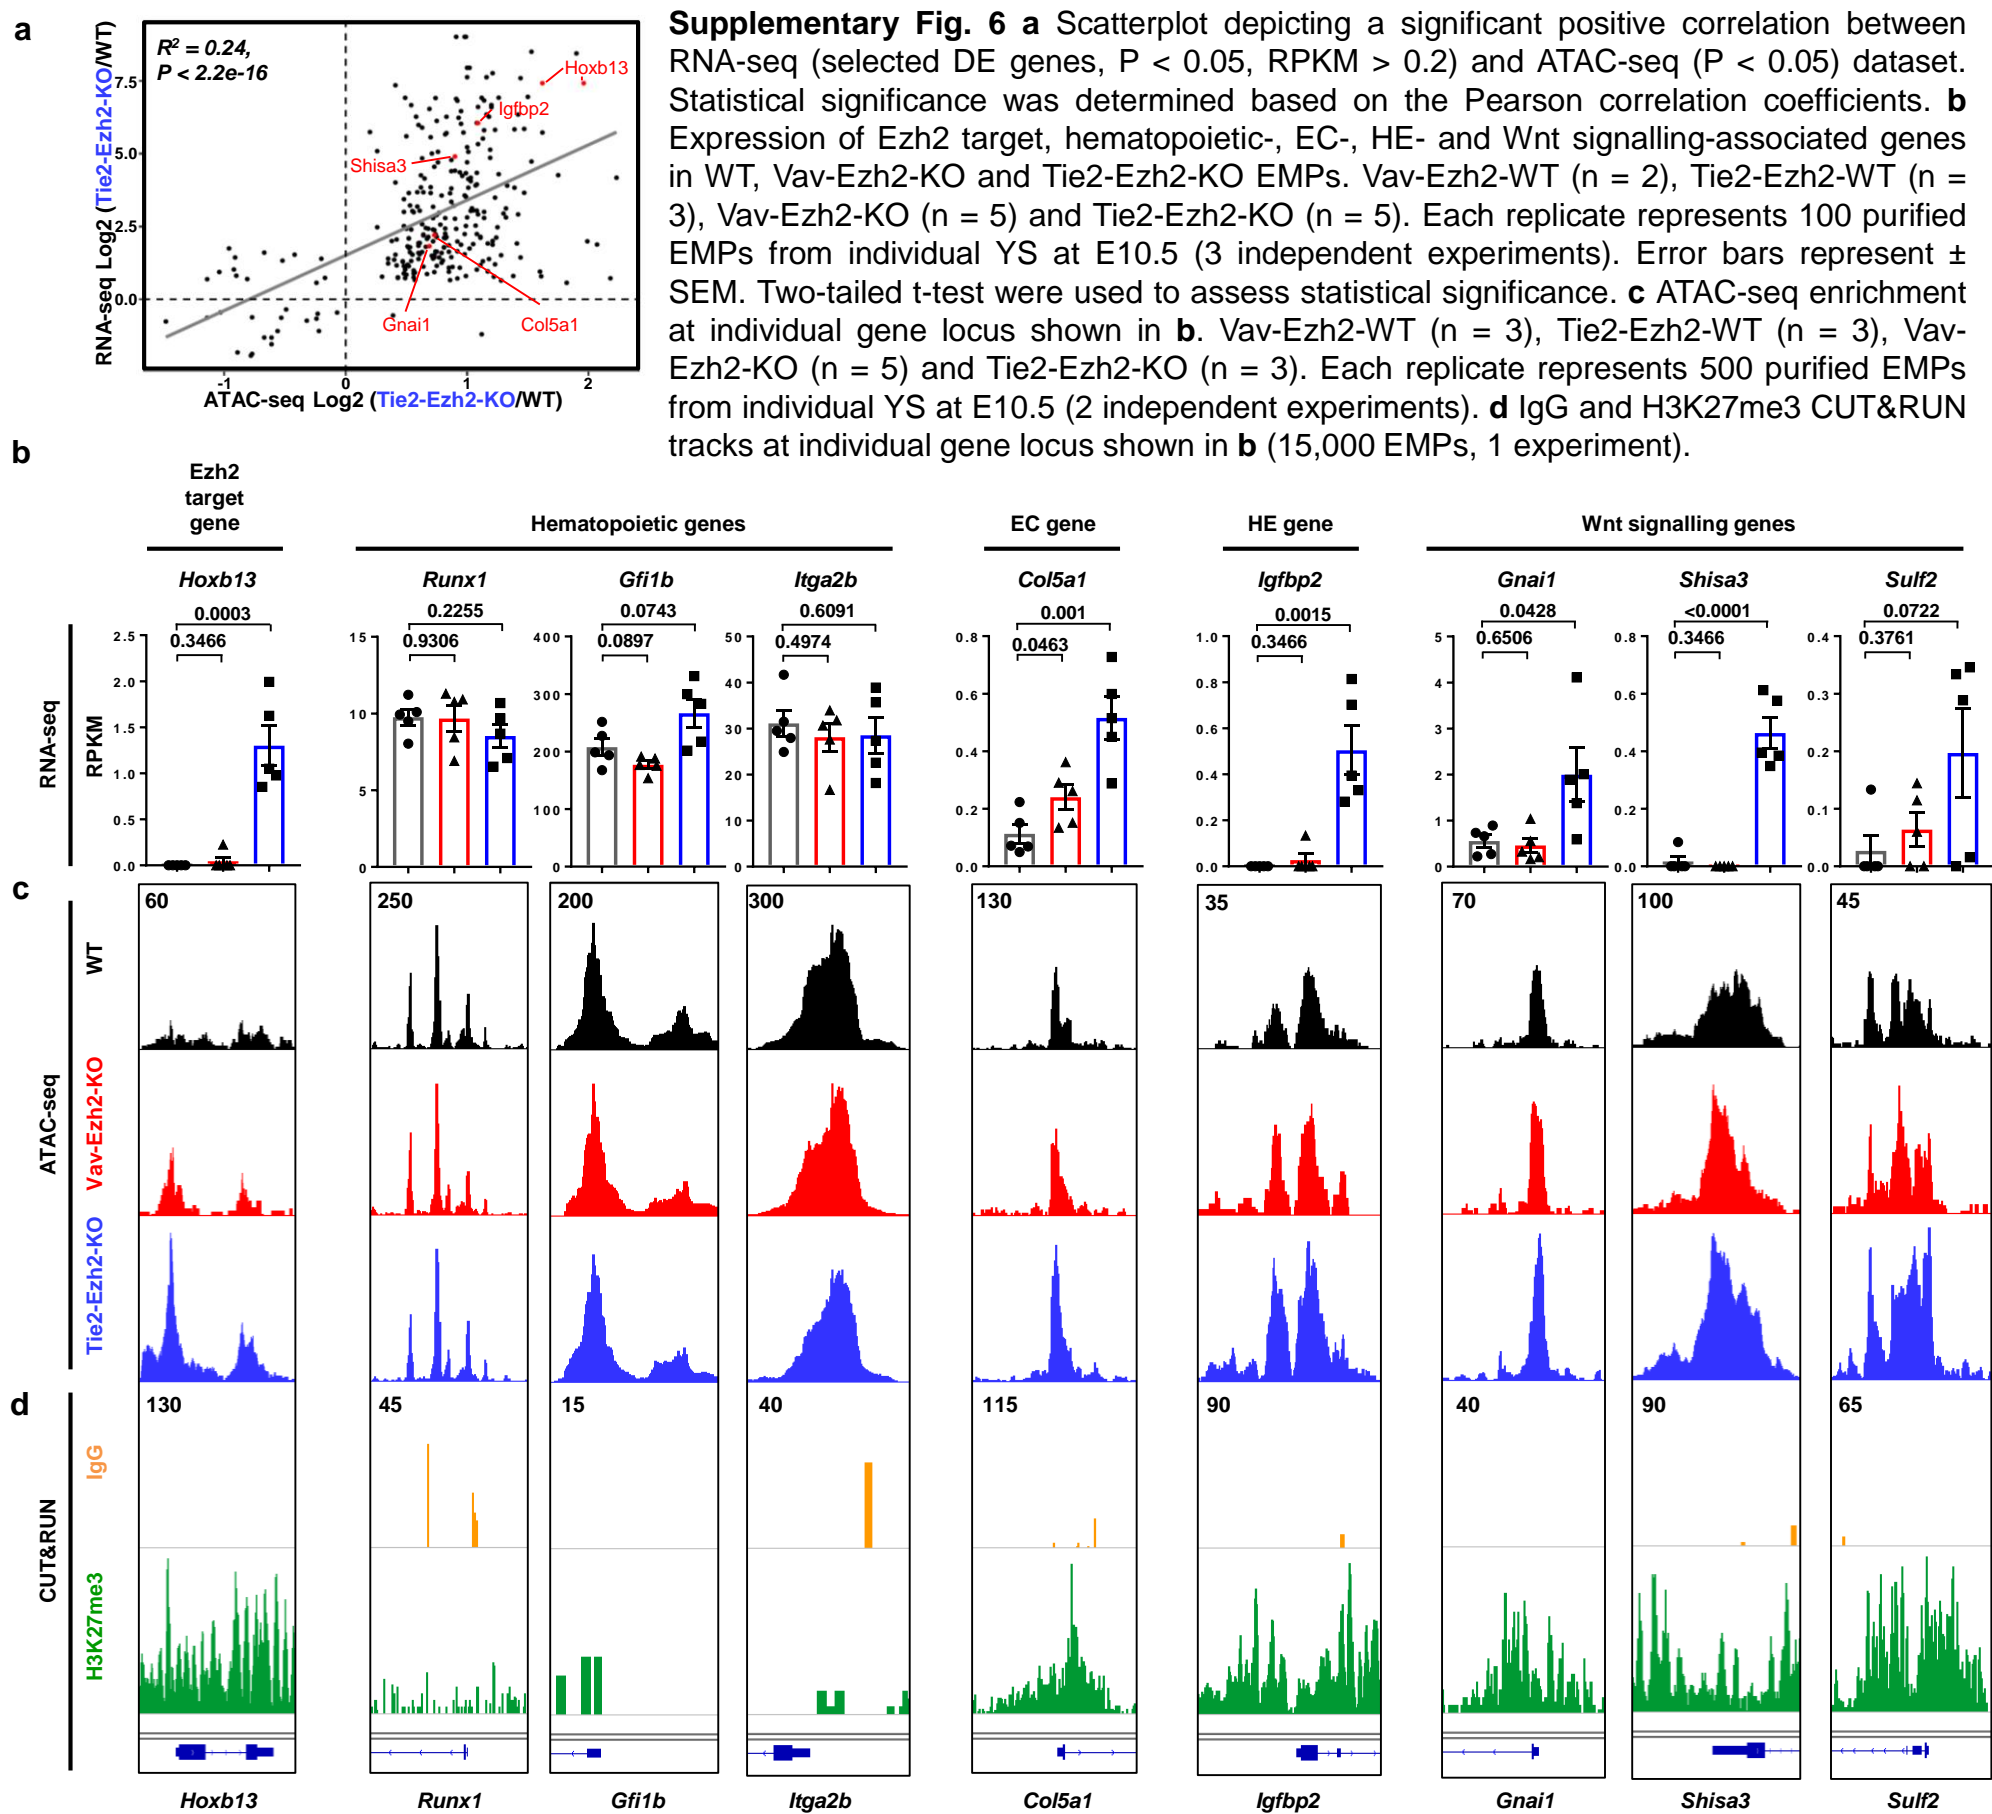

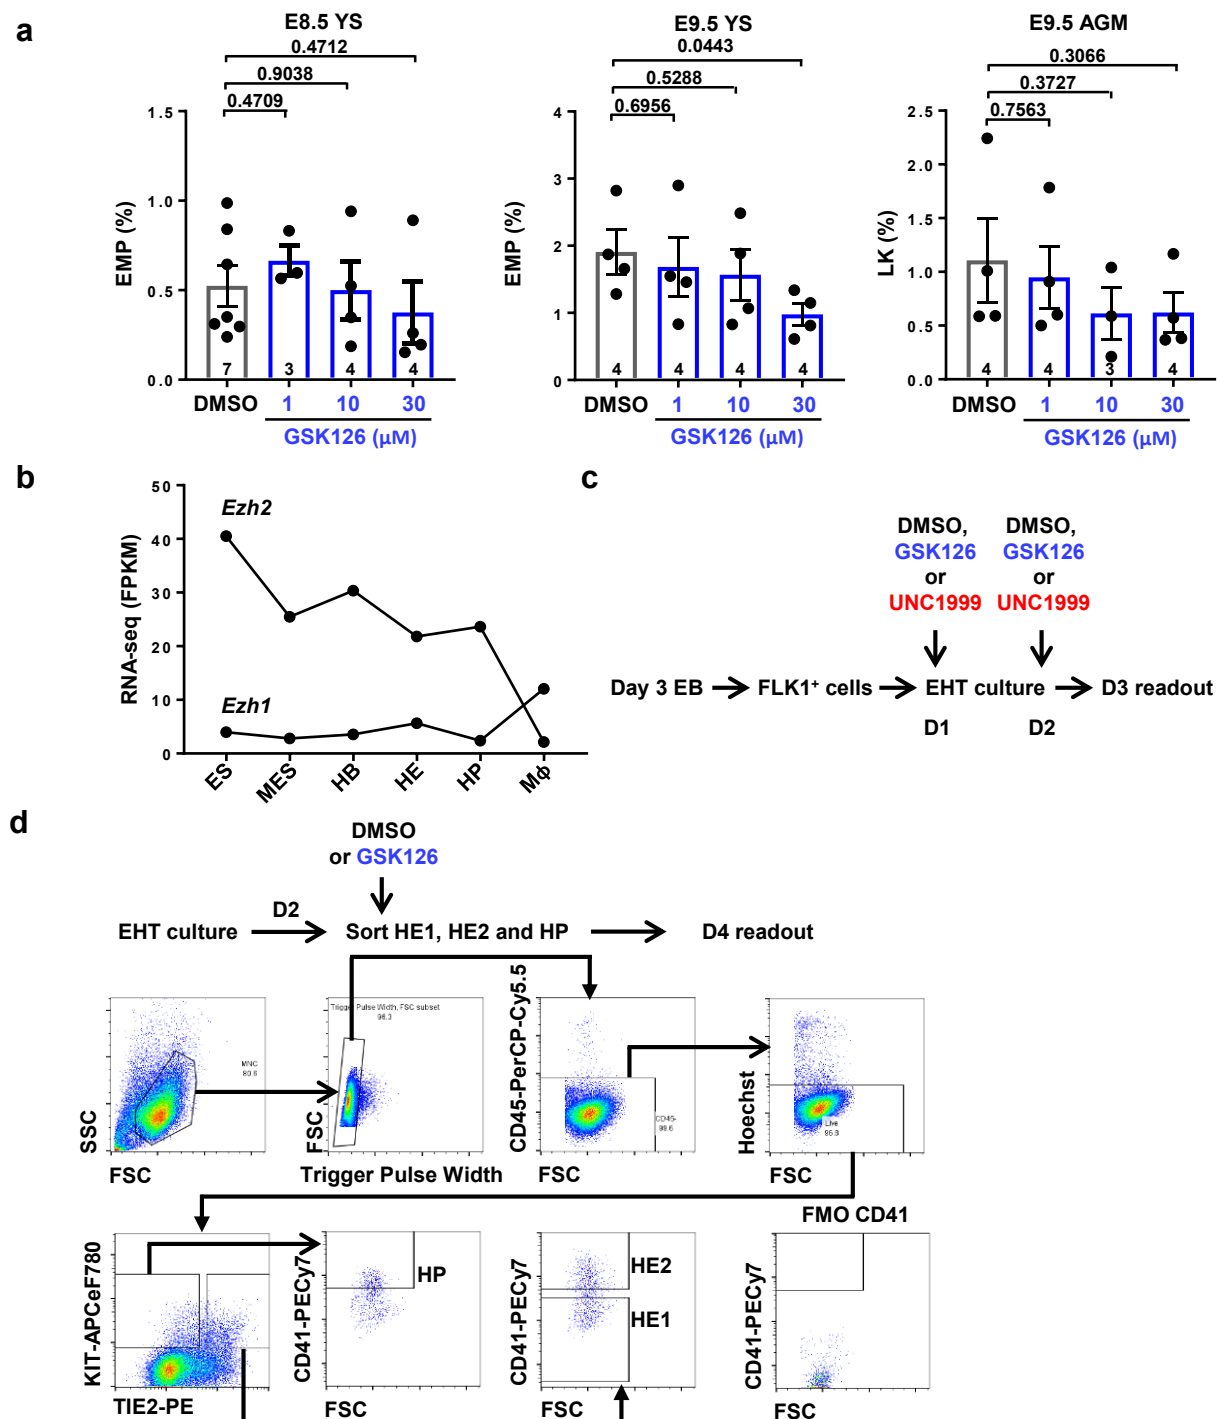

**Supplementary Fig. 7** **a** Percentage (%) of YS EMP per YS and AGM LK (LIN-KIT<sup>+</sup>) per AGM treated with an increasing dosage of GSK126 (2 independent experiments). The numbers of biologically replicates are indicated at the bottom of each column. **b** *Ezh2* and *Ezh1* expression determined by RNA-seq across six stages of differentiation. FPKM, fragments/kilobase of transcript/million mapped reads. **c** Scheme of the experimental setup for **Fig. 3b-e**. mESCs were differentiated to EBs before FLK1<sup>+</sup> cells isolation. EZH2 (GSK126) or EZH2/EZH1 (UNC1999) inhibition was started at day 1 (D1) or day 2 (D2) in EHT culture. Cultures were analysed at day 3 (D3) by FACS and CFU assays. **d** Scheme of the experimental setup for **Fig. 3f** and gating strategy used to define HE1, HE2 and HP. HE1, HE2 and HP were sorted from D2 EHT culture and treated with DMSO or GSK126 for two days before harvested for CFU-C assay. Two-tailed t-test was used to assess statistical significance. Error bars represent  $\pm$  SEM.

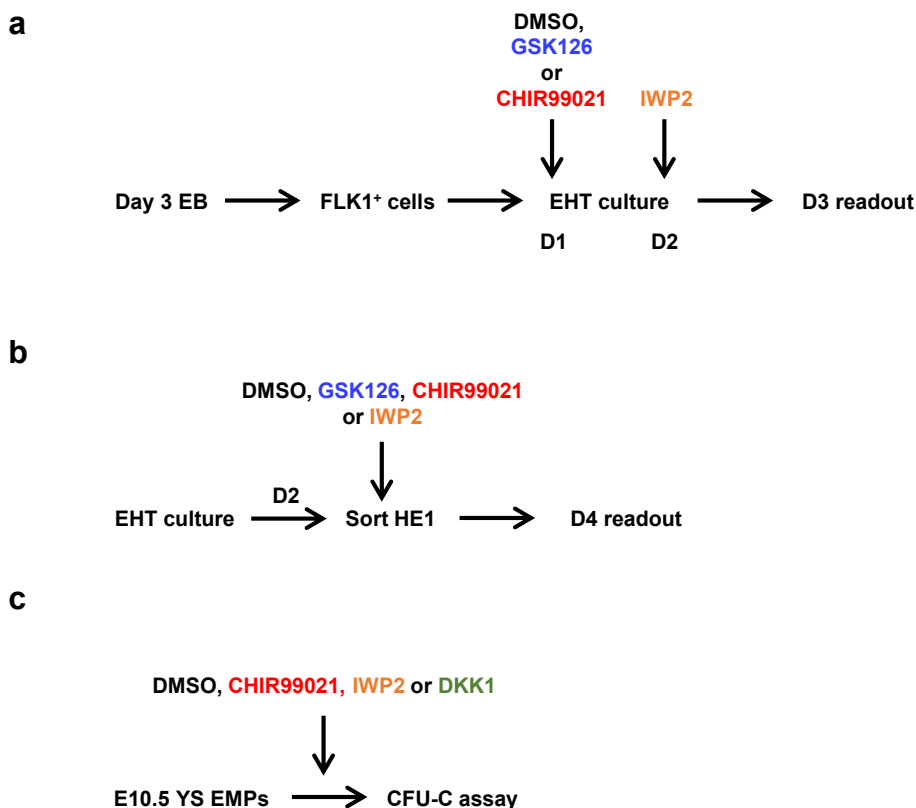

**Supplementary Fig. 8** **a** Scheme of the experimental setup for **Fig. 4d, e**. mESCs were differentiated to EBs before isolation of FLK1<sup>+</sup> cells. Cultures were treated with or without GSK126 at day 1 (D1) and CHIR99021 or IWP2 at day 2 (D2). Cultures were analysed at day 3 (D3) by FACS and CFU-C assays. **b** Scheme of the experimental setup for **Fig. 4f**. HE1 were sorted from D2 EHT culture and treated with or without GSK126, CHIR99021 or IWP2 for two days before harvested for CFU-C assay. **c** Scheme of the experiment setup for **Fig. 4g**. E10.5 YS EMPs CFU-C assay with either DMSO, CHIR99021, IWP2 or DKK1. YS were dissociated and analysed at D3 by FACS and EMPs were sorted for CFU-C assays.

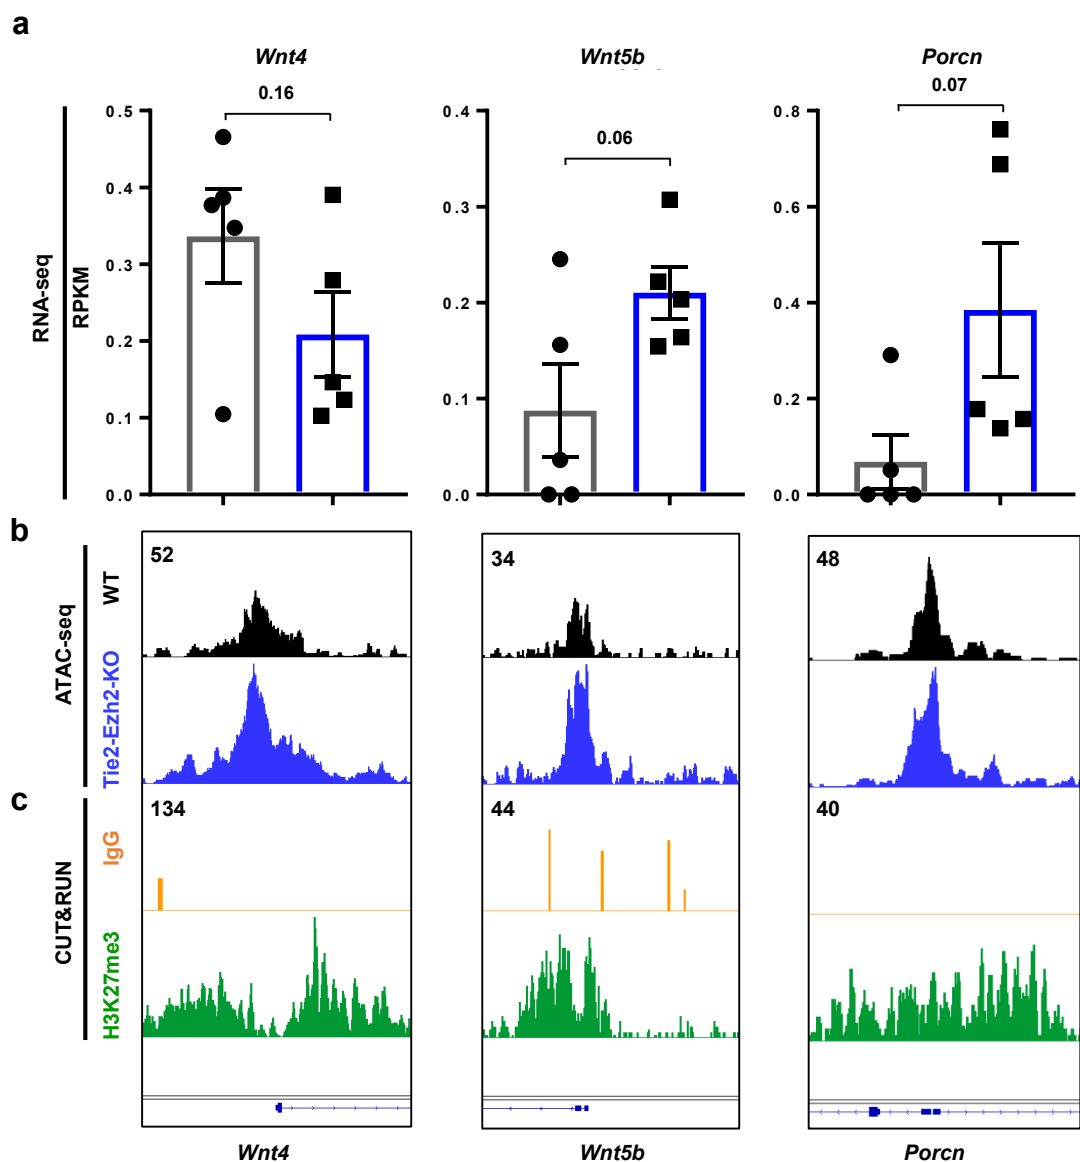

**Supplementary Fig. 9** **a** Expression of *Wnt4*, *Wnt5b* and *Porcn* in WT and Tie2-Ezh2-KO EMPs. Vav-Ezh2-WT (n = 2), Tie2-Ezh2-WT (n = 3) and Tie2-Ezh2-KO (n = 5). Each replicate represents 100 purified EMPs from individual YS at E10.5 (3 independent experiments). Error bars represent  $\pm$  SEM. Two-tailed t-test were used to assess statistical significance. **b** ATAC-seq enrichment at individual gene locus shown in **a**. Vav-Ezh2-WT (n = 3), Tie2-Ezh2-WT (n = 3), Vav-Ezh2-KO (n = 5) and Tie2-Ezh2-KO (n = 3). Each replicate represents 500 purified EMPs from individual YS at E10.5 (2 independent experiments). **c** IgG and H3K27me3 CUT&RUN tracks at individual gene locus shown in **a** (15,000 EMPs, 1 experiment).

**Supplementary Table 1. Mouse genotyping PCR primers.**

| <b>Mouse line</b>          | <b>Primers 5' - 3'</b>                                                                                             | <b>Product</b>               |
|----------------------------|--------------------------------------------------------------------------------------------------------------------|------------------------------|
| <i>Ezh2</i>                | F: CTGCTCTGAATGGCAACTCC<br>R: TTATTCATAGAGCCACCTGG                                                                 | WT: 430 bp<br>Floxed: 470 bp |
| <i>Tie2-Cre</i>            | F: CGTTTTCTGAGCATACCTGGA<br>R: ATTCTCCCACCGTCAGTACG                                                                | Tg: 450 bp                   |
| <i>Vav-iCre</i>            | F: AGATGCCAGGACATCAGGAACCTG<br>R: ATCAGCCACACCAGACACAGAGATC                                                        | Tg: 250 bp                   |
| <i>Rosa26-LSL-tdTomato</i> | WT F: AAGGGAGCTGCAGTGGAGTA<br>WT R: CCGAAAATCTGTGGGAAGTC<br>KI F: GGCATTAAAGCAGCGTATCC<br>KI R: CTGTTCTGTACGGCATGG | WT: 297 bp<br>KI: 196 bp     |

**Supplementary Table 2. Antibodies used for FACS analysis and sorting experiments.**

| <b>Antibody</b>               | <b>Clone</b> | <b>Manufacturer</b> | <b>Cat. number</b> | <b>Dilution</b> |
|-------------------------------|--------------|---------------------|--------------------|-----------------|
| CD3e PECy5                    | 145-2C11     | Biolegend           | 100310             | 1:100           |
| B220 PECy5                    | RA3-6B2      | Biolegend           | 103210             | 1:400           |
| F4/80 PECy5                   | BM8          | Biolegend           | 123112             | 1:200           |
| TER119 PECy5                  | TER-119      | Biolegend           | 116210             | 1:600           |
| GR1 PECy5                     | RB6-8C5      | Biolegend           | 108410             | 1:800           |
| IL-7R PECy5                   | A7R34        | eBioscience         | 15-1271-83         | 1:200           |
| SCA1 PB                       | E13-161.7    | Biolegend           | 122520             | 1:200           |
| CD16/CD32 PE                  | 93           | eBioscience         | 12-0161-83         | 1:400           |
| KIT APC eF780                 | 2B8          | eBioscience         | 47-1171-82         | 1:1600          |
| CD41a PECy5                   | MWReg30      | eBioscience         | 25-0411-82         | 1:800           |
| CD45 PE-Texas Red             | 30-F11       | Invitrogen          | MCD4517            | 1:100           |
| CD144 APC                     | eBioBV13     | eBioscience         | 17-1441-82         | 1:200           |
| TIE2 PE                       | TEK4         | eBioscience         | 12-5987-83         | 1:200           |
| Annexin V APC                 |              | Invitrogen          | A35110             | 1:20            |
| Hoechst 33258                 |              | Invitrogen          | H3569              | 1:50            |
| 7-amino-actinomycin D (7-AAD) |              | Sigma               | SML1633-1ML        | 1:100           |
| DAPI                          |              | Invitrogen          | 62248              | 1:1000          |

**Supplementary Table 3. Antibodies used for immunofluorescence staining.**

| <b>Antibody</b>                    | <b>Clone</b> | <b>Manufacturer</b>         | <b>Cat. number</b> | <b>Concentration/Dilution</b> |
|------------------------------------|--------------|-----------------------------|--------------------|-------------------------------|
| CD31                               | 390          | R&D Systems                 | AF3628             | 0.2 µg/ml                     |
| RUNX1                              | EPR3099      | Abcam                       | ab92336            | 1:200                         |
| KIT                                | 2B8          | eBioscience                 | 14-1171            | 2.0 µg/ml                     |
| β-CATENIN                          | D2U8Y        | Cell Signaling Technologies | 19807S             | 1:200                         |
| Alexa Fluor 647 chicken anti rat   |              | Thermo Fisher               | A-21472            | 1:400                         |
| Alexa Fluor 555 donkey anti goat   |              | Thermo Fisher               | A-21432            | 1:400                         |
| Alexa Fluor 488 donkey anti rabbit |              | Thermo Fisher               | A-21208            | 1:400                         |
| Alexa Fluor 555 donkey anti rabbit |              | Thermo Fisher               | A-32794            | 1:400                         |

**Supplementary Table 4. Pharmacological drugs.**

| <b>Drugs</b> | <b>Manufacturer</b> | <b>Cat. number</b> |
|--------------|---------------------|--------------------|
| GSK126       | LKT Laboratories    | G7340              |
| UNC1999      | APExBIO             | B1583              |
| IWP2         | Adooq Bioscience    | A12707-10          |
| DKK1         | R&D Systems         | 5897-DK-010        |
| CHIR99021    | Adooq Bioscience    | A10199-5           |

**Supplementary Table 5. Antibodies used for CUT&RUN.**

| <b>Antibody</b>                    | <b>Clone</b> | <b>Manufacturer</b>         | <b>Cat. number</b> | <b>Concentration/Dilution</b> |
|------------------------------------|--------------|-----------------------------|--------------------|-------------------------------|
| Rabbit mAb IgG XP® isotype control | DA1E         | Cell Signaling Technologies | 66362              | 5µl/sample                    |
| H3K27me3                           |              | Merck MilliPore             | 07-449             | 1:100                         |

**Supplementary Table 6. Taqman probes.**

| Gene name   | Probe ID      |
|-------------|---------------|
| <i>Ezh2</i> | Mm00468464_m1 |
| <i>Hprt</i> | Mm01545399_m1 |

# Supplementary material for: Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors
**Source:** Nat Commun. 2021 Dec 2;12:7019. doi: 10.1038/s41467-021-27140-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA-seq Data for WT versus Tie2-Ezh2-KO EMP (RPKM, Fold Changes and Significance).

File Name: Supplementary Data 2

Description: H3K27me3 CUT&RUN.

File Name: Supplementary Data 3

Description: Hallmark GSEA for Tie2-Ezh2-KO EMP.

File Name: Supplementary Data 4

Description: Gene signatures for GSEA.

File Name: Supplementary Movie 1

Description: Time-lapse imaging of WT E10.5 YS EMPs.

File Name: Supplementary Movie 2

Description: Time-lapse imaging of Tie2-Ezh2-KO E10.5 YS EMPs.

File Name: Supplementary Movie 3

Description: Time-lapse imaging of FLK1+ cells blast monolayer cultures treated with DMSO at day 1 (DMSO Ctrl).

File Name: Supplementary Movie 4

Description: Time-lapse imaging of FLK1+ cells blast monolayer cultures treated with GSK126 at day 1 (GSK126).

# Supplementary material for: Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors
**Source:** Nat Commun. 2021 Dec 2;12:7019. doi: 10.1038/s41467-021-27140-8
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow Cytometry data: BD FACSDiva 8.0.1.

Data analysis Flow Cytometry data analysis: FlowJo 10.3  
Data visualization and statistical comparison with t-test and ANOVA: GraphPad Prism 7.0  
High throughput sequencing analysis (RNA-seq, CUT & RUN, ATAC-seq): R (v4.1.0), TopHat (v2.0.13), DESeq2 (1.32.0), GSEA (v2.2.0), Bowtie2 (v2.2.1), MACS (v2.1.2), ChIPpeakAnno (v3.20.1), deeptools (v3.5.1), SAMtools (v1.3.1), Picard (v1.96), Homer (v4.10), diffReps (v1.55.4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq, ATAC-seq and CUT&RUN data generated in this study have been deposited in the GEO database under accession code GSE181873 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181873>]. The mouse reference genome assembly GRCm38 was downloaded from Ensembl website <http://ftp.ensembl.org/>. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine the experimental sample size. Sample sizes were chosen based on our experience and commonly accepted sample sizes for similar experiments and analyses in literature. Sample sizes for all data sets are clearly listed in Methods and Figure legends. |
| Data exclusions | No data were excluded during the analysis.                                                                                                                                                                                                                                                              |
| Replication     | Three independent experiments were performed for most experiments unless stated in the figure legend. All experiments consist more than three biological replicates. All attempts at replication were successful.                                                                                       |
| Randomization   | Samples were allocated in different groups depending on their genotype and embryonic stages.                                                                                                                                                                                                            |
| Blinding        | Blinding was not performed, consistent with widespread practice in the field for studies of this nature.                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

All antibodies used in the study were obtained from commercial vendors.

CD3e PECy5 145-2C11 Biolegend 100310 1:100  
 B220 PECy5 RA3-6B2 Biolegend 103210 1:400  
 F4/80 PECy5 BM8 Biolegend 123112 1:200  
 TER119 PECy5 TER-119 Biolegend 116210 1:600  
 GR1 PECy5 RB6-8C5 Biolegend 108410 1:800  
 IL-7R PECy5 A7R34 eBioscience 15-1271-83 1:200  
 SCA1 PB E13-161.7 Biolegend 122520 1:200  
 CD16/CD32 PE 93 eBioscience 12-0161-83 1:400  
 KIT APC eF780 2B8 eBioscience 47-1171-82 1:1600  
 CD41a PECy-7 MWReg30 eBioscience 25-0411-82 1:800  
 CD45 PE-Texas Red 30-F11 Invitrogen MCD4517 1:100  
 CD144 APC eBioBV13 eBioscience 17-1441-82 1:200  
 TIE2 PE TEK4 eBioscience 12-5987-83 1:200  
 Annexin V APC Invitrogen A35110 1:20  
 Hoechst 33258 Invitrogen H3569 1:50  
 7-amino-actinomycin D (7-AAD) Sigma SML1633-1ML 1:100  
 DAPI Invitrogen 62248 1:1000  
 CD31 390 R&D Systems AF3628 0.2 µg/ml  
 RUNX1 EPR3099 Abcam ab92336 1:200

KIT 2B8 eBioscience 14-1171 2.0 µg/ml  
 β-CATENIN D2U8Y Cell Signaling Technologies 19807S 1:200  
 Alexa Fluor 647 chicken anti rat Thermo Fisher A-21472 1:400  
 Alexa Fluor 555 donkey anti goat Thermo Fisher A-21432 1:400  
 Alexa Fluor 488 donkey anti rabbit Thermo Fisher A-21208 1:400  
 Alexa Fluor 555 donkey anti rabbit Thermo Fisher A-32794 1:400  
 Rabbit mAb IgG XP® isotype control DA1E Cell Signaling Technologies 66362 5µl/sample  
 H3K27me3 Merck MilliPore 07-449 1:100

## Validation

All antibodies were validated by their manufacturers for the application (flow cytometry) and species (mouse) used in this study. In addition, all antibodies used were individually titrated before their use to identify their optimal working concentration. In all the experiments, fluorescence-minus-one (FMO) were included.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

mESC was generated from Kyba et al, Cell, 2002.

## Authentication

Cell lines were not authenticated. However, mESC has the capacity to differentiate into hematopoietic cells with our in house protocol and it has been validated routinely.

## Mycoplasma contamination

Mycoplasma contamination were tested by PCR and found negative in all routine tests.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Ezh2fl/fl (59), Tie2-Cre (23), Vav-iCre (22) and Rosa26-LSL-tdTomato (60) reporter mice used in this study have been previously described. All mice were either on C57BL/6 (CD45.2) background or backcrossed to C57BL/6 (>5 generations). All mice were bred and maintained in accordance with UK Home Office project license 30/3103 and 70/8472. Embryonic development was estimated considering the day of vaginal plug formation as 0.5 d post-coitum (dpc) and somite pairs (sp). Both male and female mice were used. Genotyping primers are details in Supplementary Table 1. Mice were housed under specific-pathogen-free conditions with standard food and water ad libitum in a 12h light / 12h dark cycle. Humidity and ambient temperature were maintained between 45-65% and 20-24°C, respectively.

## Wild animals

No wild animals were used in the study.

## Field-collected samples

No field collected samples were used in the study.

## Ethics oversight

All experimental procedures and mouse breeding and maintenance were in accordance with United Kingdom Home Office regulations. All experiments were approved by the Oxford University Clinical Medicine Ethical Review Committee and Cancer Research United Kingdom-Manchester Institute Animal Welfare and Ethical Review Body.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

Data files have been uploaded to GEO: GSE181873.

## Files in database submission

RNA-seq (GSE150032):  
 Tie2-Ezh2-WT4  
 Tie2-Ezh2-WT10  
 Tie2-Ezh2-WT12  
 Vav-Ezh2-WT4  
 Vav-Ezh2-WT6  
 Tie2-Ezh2-KO7  
 Tie2-Ezh2-KO9  
 Tie2-Ezh2-KO11  
 Tie2-Ezh2-KO13  
 Tie2-Ezh2-KO17

Vav-Ezh2-KO1  
 Vav-Ezh2-KO9  
 Vav-Ezh2-KO10  
 Vav-Ezh2-KO26  
 Vav-Ezh2-KO28  
 ATAC-seq (GSE150292):  
 Tie2-Ezh2-WT2  
 Tie2-Ezh2-WT3  
 Tie2-Ezh2-KO5  
 Tie2-Ezh2-KO7  
 Tie2-Ezh2-KO9  
 Tie2-Ezh2-KO10  
 Tie2-Ezh2-KO11  
 Tie2-Ezh2-WT12  
 Vav-Ezh2-KO1  
 Vav-Ezh2-KO13  
 Vav-Ezh2-KO18  
 Vav-Ezh2-WT2  
 Vav-Ezh2-WT16  
 Vav-Ezh2-WT17  
 CUT&RUN (GSE181869):  
 IgG 500 cell [CUT&RUN]  
 IgG 15000 cell [CUT&RUN]  
 H3K27me3 500 cell [CUT&RUN]  
 H3K27me3 15000 cell [CUT&RUN]

Genome browser session  
 (e.g. [UCSC](#))

GEO data is made publicly available. BigWig and BED files can be downloaded at GEO.

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | CUT&RUN were done in two independent experiments with 500 or 15,000 YS EMPs.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Sequencing depth        | 500 cell YS EMP; Sequencing depth: 8.6 Million, Alignment rate: 17%, Read length: 76bp, Paired-end<br>15,000 cell YS EMP; Sequencing depth: 19.1 Million, Alignment rate: 85%, Read length: 59bp, Paired-end                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Antibodies              | Antibodies used for CUT&RUN were Rabbit (DA1E) mAb IgG XP® isotype control ( 3900S, Cell Signaling Technologies) and anti-H3K27me3 (07-449, Merck Millipore).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Peak calling parameters | Mapping parameter (bowtie2 version 2.2.1), reference genome:GRCm38<br>For all samples; ( bowtie2 -p 4 --dovetail --phred33 -x \${GenomeIndex} -1 \${inputFastq_R1} -2 \${inputFastq_R2} ) 2> \${logDir}/\${smp}.bowtie2   samtools view -bS - > \${outDir}/\${smp}_aligned_reads.bam<br><br>Peak calling parameters (MACS2 version 2.1.2)<br>500 cell YS EMP; MACS2 callpeak -t \${H3k27me3_15000_cell.bam} -c \${IgG_15000_cell.bam} --format BAM -g mm --broad --pvalue 0.01 --broad-cutoff 0.01<br>15,000 cell YS EMP; MACS2 callpeak -t \${H3k27me3_500_cell.bam} -c \${IgG_500_cell.bam} --format BAM -g mm --broad --pvalue 0.05 --broad-cutoff 0.05 |
| Data quality            | We followed the ENCODE standard and recommended software settings for data processing, and visually verified at least 20 identified peaks in each sample.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software                | Peaks were annotated with the Bioconductor package ChIPpeakAnno (version 3.26.2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cells were incubated in Fc-block before being stained with antibodies at predetermined (titrated) optimized concentrations. Gates were set using a combination of fluorescence-minus-one controls and also populations that are known to be negative for the antigen.

Instrument

Data collection were done with BD FACSAriaII/III, BD Aria Fusion, BD Influx, BD LSRII and LSRFortessa X-20.

Software

BD FACSDiva was used for data collection for all experiments. FlowJo 10.3 was used for data analysis.

Cell population abundance

EMP: 1%-2% of YS viable mononuclear cells  
HE1: 1% of viable CD45-negative cells  
HE2: 1.5% of viable CD45-negative cells  
HP: 1% of viable CD45-negative cells

Gating strategy

FSC-A/SSC-A was used for gating mononuclear cells. FSC-A/FSC-H was used for gating on singlets. Viability dye was used to exclude non-viable cells. Where relevant, lineage-cocktail was used for gating out lineage-positive cells. Specific gating strategies are included in the Supplementary Figures.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

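RNA-seq of E10.5 YS EMPs was analysed in 15 libraries, 3 Tie2-Ezh2-WT, 2 Vav-Ezh2-WT, 5 Tie2-Ezh2-KO and 5 Vav-Ezh2-KO, each from an individual YS. Genotype and replicate number were taken from the sample labels and checked against the group sizes in the paper. The ATAC-seq, CUT&RUN, qPCR and culture experiments of the paper were not analysed here.

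The authors aligned single-end reads to GRCm38/mm10 with TopHat, keeping 1 alignment per read, counted reads per RefSeq gene with featureCounts, computed RPKM with a script in R, and deposited the RPKM of 17454 genes on a linear scale. RPKM corrects for the number of reads and the length of the gene, and not for differences in composition between libraries. The share of reads on the 10 most abundant genes was between 4.14% and 4.90% in every library, so no library was dominated by a few genes. Keeping 1 alignment per read means that near-identical genes such as *Mrgpra2a* and *Mrgpra2b*, or *Hbq1a* and *Hbq1b*, could have shared reads.

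The number of reads on genes in each library was recovered from the steps between the low RPKM values, with at least 8 single-exon genes giving each total. With these totals, all 16877 genes above 0 came out as whole reads in every library, and the recovered reads made up at least 99.998% of each total. Each gene was given the shortest length that made its reads whole. For a gene with few reads, the true number may thus be a multiple of the recovered one. Totals ranged from 10407398 to 41025074, with a median of 16091836. When 10407398 reads were drawn from each library, 13623 ± 291 genes (SD, n = 5) were detected in Tie2-Ezh2-KO, 13155 ± 209 (SD, n = 5) in WT and 13173 ± 152 (SD, n = 5) in Vav-Ezh2-KO libraries. The cDNA was amplified by PCR, so reads are not independent molecules. Replicate libraries of a group differed by far more than the sampling noise, with a chi-square per gene of 16.4 to 133.3 for each pair, and every library was counted as 1 replicate.

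Each knockout was compared with the 5 WT libraries together. Supplementary Data 1 lists these 5 libraries for Tie2-Ezh2-KO and does not cover Vav-Ezh2-KO, and the corresponding WT libraries, which the paper's text names as controls, were an alternative for both. The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(RPKM + 0.2), over genes above 0.2 RPKM in at least 1 library of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The deposited unit is RPKM, so DESeq2, which the authors ran on their counts, was not run. The difference between the effects of the 2 knockouts was tested as an interaction over all 15 libraries in 4 groups. For single genes, the difference in mean log2(RPKM + 0.2) was also tested with a two-sided exact permutation test over the 252 ways to divide 10 libraries into 2 groups of 5, whose smallest p is 0.00794. GSEA was written in Python 3.11.15 after the paper's description, with signal-to-noise ranking, a weight of 1 and 10000 random gene sets. Its gene sets were the EC, HE, hematopoietic, EMP and Wnt sets of Supplementary Data 4, of which 159, 155, 126, 87 and 40 genes had a match in the deposited table. The copy of Supplementary Data 4 used here is shortened, but these 5 sets are complete in it, with the 189, 179, 138, 91 and 42 genes that it states for them. The separation of groups was tested by an exact permutation test of a pseudo-F on distances over the 500 most variable genes. Coordinates are those of GRCm38, on which 17362 of the 17454 genes were placed.

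The genes named were fixed by a rule: the 8 genes with the largest rise and the 4 with the largest fall among those past the threshold in Tie2-Ezh2-KO EMPs whose libraries lay on 1 side of all WT libraries, every gene past the threshold in Vav-Ezh2-KO EMPs, and 52 genes listed beforehand, of which 47 were taken from the paper and 5, Y-linked genes and *Xist*, were a check of sex. Adjusted values over the list cover all 52. Genes outside this rule that appear in the closing section were chosen after their values were seen. Marker lists were written for 6 other cell types: primitive erythroid cells, endothelium, visceral endoderm, mesenchyme, macrophages and megakaryocytes. They were written before the values were read and after Supplementary Data 1 had been seen. The values of 1 gene of these lists are not reported here.

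The code was tested on simulated data. In the Tie2-Ezh2-KO design with 200 genes changed by known amounts, limma recovered 187 (93.5%) and called 14 other genes among 14154. In the Vav-Ezh2-KO design limma recovered 181 of 200 (90.5%) and called 12 other genes among 13646. These shares hold only for the amounts and expression levels that were planted. They do not show how often smaller changes, or changes in weakly expressed genes, would be found. Few calls in Vav-Ezh2-KO EMPs therefore do not show that such changes are absent. In GSEA of 12000 simulated genes a planted set of 100 genes reached an NES of 2.69, and 8 of 200 random sets had p under 0.05.

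The alternatives tried were pseudocounts of 1 and 0.05, another filter or none on low values, eBayes without trend, quantile normalization, scaling to a common median, array weights, all 15 libraries in one fit, the corresponding WT libraries only, Vav-Ezh2-KO as control, linear RPKM, sample permutation, camera and fry for gene sets, gene sets without globin genes, and leaving out each library in turn. Added after seeing the data were limma-voom on the recovered reads, a term for Y-linked expression, leaving out both libraries with visceral endoderm genes, camera with an estimated correlation, and the 500 most variable genes of all 15 libraries for the comparison of Vav-Ezh2-KO with WT.

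The Ezh2 target set, the other Hallmark sets and the set for cellular senescence were not used here.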

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

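All tests of explanations given here were chosen after the results were seen. Values per library are on the log2(RPKM + 0.2) scale unless another unit is named. In 114 groups of 5 libraries, covering 6 marker lists, 3 principal components, 3 measures of depth and the genes named for Tie2-Ezh2-KO EMPs, the library farthest from the others was compared with the whole range of its group. In 18 groups the gap to the nearest library exceeded the 95% limit for 5 libraries, where about 5.70 would by chance.

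The visceral endoderm list stood out in 2 of these groups. Its mean was 3.97 in Tie2-Ezh2-WT replicate 4 (gap 0.766 of the WT range) and 4.44 in Tie2-Ezh2-KO replicate 7 (gap 0.730 of the range), and between -0.48 and 1.09 in the other 13 libraries. Of the 10 genes, 9 were above every other library in both. *Apoa1* was at 47.6 and 71.7 RPKM in these libraries and at most 4.23 RPKM elsewhere, *Afp* at 48.2 and 59.9 against at most 2.44, and *Rbp4* at 32.4 and 54.7 against at most 3.88. The count of 9 genes largely restates the high mean of the same list by which these libraries stood out, so RNA of visceral endoderm cells in them was not tested independently and stays open. The same replicate 7 had the lowest PC2 score of the Tie2-Ezh2-KO libraries (-17.20 against 5.80 to 6.90, gap 0.954). Tie2-Ezh2-WT replicate 4 had the lowest PC2 score of all 15 libraries (-27.3), and the next after these 2 was -5.8. Genes of the visceral endoderm list can be among the most variable genes behind PC2, so PC2 is no independent test. The 2 libraries are of different genotypes. Without both of them 217 genes changed, of which 206 were among the 386, which argues against such RNA as the whole cause of the change in Tie2-Ezh2-KO EMPs.

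Other groups with a distant library were PC3 in WT (Tie2-Ezh2-WT replicate 10 at 15.40, gap 0.726) and in Tie2-Ezh2-KO (replicate 11 at 21.20, gap 0.775), reads in Tie2-Ezh2-KO (replicate 13 with 26825709 against 14818723 to 16091836, gap 0.892), and the macrophage list in Vav-Ezh2-KO (replicate 28 at 0.46 against 1.08 to 1.29, gap 0.747). *Itga2b* was lowest in Vav-Ezh2-KO replicate 10 (4.08 against 4.80 to 5.09, gap 0.711). The remaining groups concern genes near 0. In WT, *Wnt4* and *Porcn* were farthest from the rest in Vav-Ezh2-WT replicate 6 (gaps 0.750 and 0.748) and *Hbq1b* in Tie2-Ezh2-WT replicate 10 (gap 0.867). A gap of 1.00, meaning that all other libraries were at 0, was found for *Esx1*, *Fgf15*, *Shisa3* and *Sulf2* in WT and for *Rln3*, *Hoxb13* and *Igfbp2* in Vav-Ezh2-KO. Each gap of 1.00 rests on at most 12 recovered reads in 1 library. No biological explanation was tested for these.

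For 26 genes the change differed between Tie2-Ezh2-KO and Vav-Ezh2-KO EMPs, by an interaction test with limma and an adjusted p under 0.05. In 22 of them the gene had also changed in Tie2-Ezh2-KO against WT. Among those best covered, *Fgf3* was at 5.89 RPKM in Tie2-Ezh2-WT, 35.7 in Tie2-Ezh2-KO, 10.2 in Vav-Ezh2-WT and 9.79 in Vav-Ezh2-KO, and *Gatm* at 3.69, 17.9, 5.04 and 4.60. The interaction rests on 2 Vav-Ezh2-WT libraries. For *AI848285*, whose adjusted p was 0.00244 with limma, the Vav-Ezh2-WT mean of 0.999 RPKM lay above that of Vav-Ezh2-KO at 0.0881, so the difference comes from both sides. The time and cell type of the deletion differ between the knockouts by design, and this stays open as the biological explanation, untested here.

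*Sva* was read only in Vav-Ezh2-KO libraries, a gene the paper's text does not name. Its mean was 2.92 RPKM (1.37 to 4.50). This came from 65 recovered reads in all 5 libraries together, the smallest number its values allow. There was no read in the 5 WT or 5 Tie2-Ezh2-KO libraries, which held 102092929 and 88955403 reads on genes. Loss of Ezh2 in EMPs by itself predicts reads in the Tie2-Ezh2-KO libraries as well, where 0 were found, which argues against it. The Vav-iCre transgene or its insertion site stays open as a candidate explanation. It cannot be told apart from an effect of deleting *Ezh2* with Vav-iCre in particular, because all *Sva* reads come from libraries that have both, and the paper's text does not name whether WT embryos carried the transgene.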

How the results depend on the processing

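All alternatives but those marked as added were set before the data were examined. No paired analysis was possible because no pair of groups shares as many as 2 replicate numbers. The cause of the changes below was not tested unless stated.

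For Tie2-Ezh2-KO against WT EMPs, the number of changed genes was 386, and between 310 and 533 under the other processing choices, including limma-voom on the recovered reads (337) and a term for Y-linked expression (361), both added. Exceptions were the corresponding WT libraries only (187, with fewer libraries) and, added, both libraries with visceral endoderm genes left out (217, with fewer libraries). At an unadjusted p under 0.05 there were 1552. Across the 10 fits that each left out 1 library there were 262 to 438 genes, fewest without Vav-Ezh2-WT replicate 4. Between 75.2% (with Vav-Ezh2-KO as control) and 95.7% (with the corresponding WT libraries only) of the changed genes were higher.

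For Vav-Ezh2-KO against WT EMPs the number was 1. It was 2 with the corresponding WT libraries only, 0 with limma-voom (added; 1197 at an unadjusted p under 0.05) and 1082 at an unadjusted p under 0.05 in the fit as reported. Leaving out single libraries gave 1 to 2 genes, 2 without Tie2-Ezh2-WT replicate 10, Tie2-Ezh2-WT replicate 12 or Vav-Ezh2-WT replicate 4. For genes whose change differs between the knockouts, the number was 26, and 17 with a mean RPKM above 0.2, 16 with no filter, 12 after quantile normalization, 15 after scaling to a common median, 78 with array weights and 942 at an unadjusted p under 0.05. With quantile normalization 75.0% of these genes were more positive in Tie2-Ezh2-KO, compared with 88.5% in the fit as reported. Across 13 fits with 1 library left out there were 9 to 32, fewest without Tie2-Ezh2-WT replicate 10. The number also fell by more than 1.5 times without Tie2-Ezh2-WT replicate 4 (15) or 12 (11), Tie2-Ezh2-KO replicate 7 (16), 11 (16) or 17 (15), and Vav-Ezh2-KO replicate 1 (14), 10 (17) or 28 (12). Without Tie2-Ezh2-KO replicate 9, the fit with 32 genes, the median difference over all genes was 0.106. Leaving out a Vav-Ezh2-WT library leaves 1 in that group, so no call is given for these fits. Over the 26 genes, the median size of the difference was 2.72 in the fit as reported. It was 2.69 without Vav-Ezh2-WT replicate 4 and 2.63 without replicate 6, with all 26 in the same direction in both. The 26 genes were chosen for a large difference in these same libraries. A similar size and direction was therefore likely in advance and cannot show that the calls are stable.

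Of the 52 genes listed beforehand, 47 of them from the paper, 6 passed in Tie2-Ezh2-KO EMPs, all from the paper. It was 3 with the corresponding WT libraries only, and 3 to 7 with 1 library left out, 3 without Tie2-Ezh2-KO replicate 7. In Vav-Ezh2-KO EMPs 0 of the 48 tested passed in any of the 10 fits with 1 library left out, and 2 of 52 had an unadjusted exact p under 0.05. Adjusted over the list alone with limma, 1 of the 48 passed, *Gfi1*, and it did so in 22 of 22 alternatives, those added included (adjusted p from 6.52e-04 to 0.018 with limma). With exact permutation p adjusted over the list, 0 of 52 passed in either knockout, which carries no information on single genes: at least 9 genes at the smallest p that 5 against 5 libraries allow (0.00794) are needed to pass, and 6 were there in Tie2-Ezh2-KO and 1 in Vav-Ezh2-KO EMPs. In Tie2-Ezh2-KO EMPs 9 of the 52 passed with limma when adjusted over the list alone. The 3 that did not pass over all genes, *Gnai1*, *Ms4a6b* and *Tcf7*, did so in 16, 17 and 15 of 24 alternatives. With 1 library left out, this call was lost for *Gnai1* without Tie2-Ezh2-KO replicate 7 (0.0691), 11 (0.0576) or 13 (0.0639) or Tie2-Ezh2-WT replicate 4 (0.0698) or 12 (0.0799). It was lost for *Ms4a6b* without Tie2-Ezh2-KO replicate 7 (0.0691) or 11 (0.0515), Tie2-Ezh2-WT replicate 4 (0.0657) or Vav-Ezh2-WT replicate 4 (0.0688). For *Tcf7* it was lost without Tie2-Ezh2-KO replicate 7 (0.0924), 13 (0.0639) or 17 (0.0854), Tie2-Ezh2-WT replicate 10 (0.0582) or 12 (0.0799), or Vav-Ezh2-WT replicate 4 (0.0867) or 6 (0.0557).

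The separation of Tie2-Ezh2-KO libraries kept its direction and stayed past the threshold in all alternatives, with a pseudo-F of 4.95 to 6.37 with 1 library left out. That of Vav-Ezh2-KO from WT (1.25) lost it with all genes (1.18) and with a pseudocount of 1 (1.22), and in 5 of 10 fits with 1 library left out (1.06 to 1.37), those without Vav-Ezh2-KO replicates 1, 9 and 10, Tie2-Ezh2-WT replicate 4 and Vav-Ezh2-WT replicate 4.

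The NES in Tie2-Ezh2-KO against WT EMPs ranged from 1.4 to 1.78 for EC, 1.37 to 1.6 for HE, 0.69 to 0.95 for hematopoietic, 0.64 to 0.82 for EMP and 1.32 to 1.65 for Wnt genes with 1 library left out. The Wnt score lost its call without Tie2-Ezh2-KO replicate 13 (1.32). With camera and an estimated correlation, which was added, p was 0.0858 for EC, 0.0532 for HE and 0.517 for Wnt genes, none past the threshold. Wnt genes did not pass with camera (0.0743) or fry (0.218) either. The hematopoietic score reversed its direction with camera (0.114), fry (0.933) and the estimated correlation (0.665), past the threshold in none of them. The EMP score reversed on linear RPKM (-1.27), without globin genes (-0.71), and with camera (0.0283), fry (0.544) and the estimated correlation (0.206). Of these, camera alone was past the threshold.

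In Vav-Ezh2-KO against WT EMPs, permuting samples gave an NES of 1.11 for EC, -1.26 for HE and -1.33 for hematopoietic genes, none past the threshold. Camera gave 0.00341 for EC and 5.69e-05 for hematopoietic genes, both past the threshold and in the direction of the NES, and 0.179 for HE genes. Fry gave 0.211, 0.268 and 0.119, and the estimated correlation 0.0906, 0.412 and 0.173. With 1 library left out, EC ranged from 1.19 to 1.55 and lost its call without Vav-Ezh2-KO replicate 9 (1.19) or 10 (1.27) or Tie2-Ezh2-WT replicate 12 (1.24). HE ranged from -1.62 to -1.27 and lost it without Vav-Ezh2-KO replicate 9 or Vav-Ezh2-WT replicate 6 (-1.27 in both), and hematopoietic genes from -1.71 to -1.27, lost without Vav-Ezh2-WT replicate 6 (-1.27). In Tie2-Ezh2-KO against Vav-Ezh2-KO EMPs, EC genes did not pass with camera (0.625) or the estimated correlation (0.729), and passed with fry (0.0230). With 1 library left out the NES was 1.29 to 1.66 for EC, 1.65 to 1.88 for HE and 1.07 to 1.35 for hematopoietic genes, which passed without Tie2-Ezh2-KO replicate 11 (1.3) or Vav-Ezh2-KO replicate 26 (1.35).

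The 179 genes of Tie2-Ezh2-KO EMPs lay 0.19 higher in Vav-Ezh2-KO than in Vav-Ezh2-WT libraries. Against all 5 WT libraries the difference was 0.30 and passed the threshold, but the Tie2-Ezh2-WT libraries had helped to choose the genes. With 1 library left out it was 0.10 (without Vav-Ezh2-WT replicate 4) to 0.35, and it passed without Tie2-Ezh2-WT replicate 10 (0.35).

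In Tie2-Ezh2-KO EMPs 2 marker lists passed. It was 0 with the corresponding WT libraries only (adjusted exact permutation p = 0.0536 for the primitive erythroid list and for the endothelium list), 1 with summed RPKM, and 2 with any 1 library left out. With the corresponding WT libraries both lists were at the smallest exact p that 5 against 3 libraries allow (0.0179), and at least 3 of the 6 lists at that value are needed to pass, so this 0 says nothing about the stability of the 2 lists. In Vav-Ezh2-KO EMPs 0 lists passed with any 1 library left out. In Tie2-Ezh2-KO EMPs the visceral endoderm list reversed to -0.33 without Tie2-Ezh2-KO replicate 7, and was highest without Tie2-Ezh2-WT replicate 4 (1.24). The mesenchyme list reversed to -0.04 with a pseudocount of 0.05, and to -0.04 without Tie2-Ezh2-KO replicate 9, -0.02 without replicate 17 and -0.01 without Vav-Ezh2-WT replicate 6. The macrophage list reversed to 0.01 with the corresponding WT libraries, and the megakaryocyte list to 0.03 without Tie2-Ezh2-WT replicate 10, with its lowest value of -0.27 without Tie2-Ezh2-WT replicate 12. In Vav-Ezh2-KO EMPs the primitive erythroid list reversed to 0.08, 0.00 and 0.01 without replicates 1, 10 and 28 (lowest -0.21 without replicate 9), and the macrophage list to -0.13 with the corresponding WT libraries and -0.00 without Tie2-Ezh2-WT replicate 12 (highest 0.25 without Vav-Ezh2-KO replicate 28). Under the alternatives set for single genes and lists (pseudocounts, the corresponding WT libraries, quantile normalization for genes or summed RPKM for lists, and each library left out), 598 of 643 values kept direction and side of the threshold, 29 became weaker, 4 stronger and 12 reversed. The single genes were also followed through every alternative of the gene counts, those added included. Of these 799 values, 743 kept direction and side of the threshold, 45 became weaker, 10 stronger and 1 reversed (*Itga2b*, with Vav-Ezh2-KO as control). Over all genes tested, *Ezh2* and *Col5a1* kept their call in 11 of 24 alternatives each and *Il6* in 14. Adjusted over the list alone with limma, *Ezh2* and *Col5a1* kept it in 23 of 24 each and *Il6* in 24.

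Depth limits the genes near 0: in the shallowest library, 1 read on a transcript of 2 kb was worth 0.0480 RPKM. *Sulf2*, *Wnt5b* and *Porcn* rest on at most 32, 17 and 23 recovered reads in any library.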

Differences from the paper's values

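The paper reports 613 changed genes in Tie2-Ezh2-KO EMPs, and 386 were found here. Of the alternatives set before the data were examined, scaling to a common median (415), array weights (533), all 15 libraries in one fit (490), Vav-Ezh2-KO as control (495) and leaving out Tie2-Ezh2-KO replicate 9 (438) came within 1.5 times the paper's number, and the others did not. For higher genes the paper gives 518, and 343 were found; the same alternatives came within this range (376, 471, 424, 372 and 389). For lower genes the paper gives 95, and 43 were found; all 15 libraries in one fit (66) and Vav-Ezh2-KO as control (123) came within range.

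For Vav-Ezh2-KO EMPs the paper reports 14 genes, 8 higher and 6 lower. Here 1 gene passed, 1 higher and 0 lower, with 1082 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap.

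The NES of EMP genes in Tie2-Ezh2-KO against WT EMPs was 0.73, and is about -1.0 in Supplementary Fig. 4a, read by eye and with its sign turned so that positive means higher in the knockout. On linear RPKM it was -1.27 and without globin genes -0.71, which have the sign of the paper's value and still differ from it by more than the jackknife standard error of 0.16. None of the alternatives set before the data were examined closed the gap.

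PC3 carried 8.63% of the variance, and about 13% in Fig. 2b, read by eye. In 14 of 19 alternatives set before the data were examined the value was within 1.5 times the paper's, among them all genes above 0.2 RPKM (9.22%), quantile normalization (8.89%) and 12 of the 15 fits with 1 library left out. Neither other pseudocount closed the gap.

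The paper states that *Gnai1* and *Sulf2* were higher in Tie2-Ezh2-KO EMPs. Here both means were higher, and neither gene passed the threshold over all genes tested (limma, adjusted p = 0.107 and 0.494). *Gnai1* passed with Vav-Ezh2-KO as control (adjusted p = 0.0496) and without Tie2-Ezh2-KO replicate 9 (adjusted p = 0.0243), and *Sulf2* in none of the alternatives. Adjusted over the list alone, *Gnai1* passed (limma, adjusted p = 0.0295, and in 16 of 24 alternatives, from 0.00443 to 0.144), and *Sulf2* did not (adjusted p = 0.192), but passed with array weights (0.0485), the lowest of its 23 alternatives (highest 0.489). The paper states that *Porcn* was higher, and here its adjusted p was 0.235, between 0.0754 and 0.552 over all alternatives. Adjusted over the list alone it was 0.0775 (0.0182 to 0.275), and passed in 5 of 24 alternatives: a pseudocount of 0.05, array weights, without Tie2-Ezh2-KO replicate 9, without Vav-Ezh2-WT replicate 6 and limma-voom, the last chosen after seeing the data. Supplementary Data 1 lists *Tcf7* with an adjusted p under 0.05 in Tie2-Ezh2-KO EMPs. Here it did not pass over all genes (limma, adjusted p = 0.122), but passed with array weights, with Vav-Ezh2-KO as control, without Tie2-Ezh2-KO replicate 11, and when adjusted over the list alone.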

Other observations

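All tests of explanations given here were chosen after the results were seen. Of 100 divisions of the 10 libraries of Tie2-Ezh2-KO and WT EMPs into 2 groups of 5, 1, the real one, gave as many as 386 changed genes. The largest other division gave 42 and the median was 0. For Vav-Ezh2-KO and WT EMPs, 11 of 100 divisions gave as many as the 1 gene found.

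Y-linked genes divided the libraries cleanly. In 4 libraries, Tie2-Ezh2-WT replicates 4 and 10, Tie2-Ezh2-KO replicate 11 and Vav-Ezh2-KO replicate 28, there was no read on *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*. In the other 11 libraries these genes summed to between 40.9 and 56.5 RPKM. *Xist* was between 0.234 and 0.593 RPKM in the former and at most 0.0402 RPKM in the latter. Such a division is what libraries from individual embryos of either sex would give. WT had 2 libraries without Y-linked reads and each knockout had 1, so unequal numbers of male and female embryos were considered as a cause of the 386 changed genes. With a term for Y-linked expression in the fit, 361 genes changed, of which 332 were among the 386, which argues against sex as the whole cause.

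The 5 Tie2-Ezh2-KO libraries all had more genes above 0.2 RPKM than any WT library. Unequal sequencing depth predicts that the difference goes when the same number of reads is drawn from each library. At 10407398 reads per library, 468.6 more genes were detected in Tie2-Ezh2-KO than in WT libraries (exact permutation test, p = 0.0397), with 3 of the 5 above all WT libraries, which argues against depth as the whole cause. For Vav-Ezh2-KO the difference was 18.8 genes (exact permutation test, p = 0.810).

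Most changed genes were higher in Tie2-Ezh2-KO EMPs. That genes near 0 in WT can only rise would not produce this among genes free to fall, and among changed genes with a WT mean above 1 RPKM 78.2% were higher. Among the 123 changed genes with a mean above 5 RPKM over the 10 libraries, 80.5% were higher, compared with 44.3% of all genes tested at that level. This mean includes the Tie2-Ezh2-KO libraries, so a gene such as *Hba-x* (1.36 RPKM in WT) passes it through its rise. The share of 80.5% therefore cannot decide whether genes free to fall mostly rose.

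*Hba-x* rose in every Tie2-Ezh2-KO library, by 165.1 RPKM on average, and the primitive erythroid list rose by 1.22 (log2, 5 of 5 libraries above all WT, exact permutation test, adjusted p = 0.0238). RNA of maturing primitive erythroid cells among the sorted cells would bring *Hbb-y* and *Slc4a1* as well. *Hbb-y* rose by 2.25 RPKM, from 2.50 to 4.75 (exact permutation test, p = 0.349), and *Slc4a1* was at 0 and 0.0964 RPKM, which argues against such cells as the source. *Hbb-bh1* did rise, from 114.2 to 273.8 RPKM, so higher embryonic globin expression in cells that are not maturing primitive erythroid cells stays open. Near *Hba-x* on chromosome 11, *Hbq1b* rose as well, *Rhbdf1* went from 0.533 to 1.87 RPKM (limma, adjusted p = 0.0154), and *Mpg* (16.0 and 19.5 RPKM) and *Nprl3* (10.7 and 10.3 RPKM), which lie between *Rhbdf1* and *Hba-x*, did not pass (adjusted p = 0.684 and 0.973). Of the 8 genes of this list, 6 are above 1 RPKM in WT EMPs, 5 are in the EMP set and 3 in the EC set.

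The endothelium list rose by 0.31 in Tie2-Ezh2-KO EMPs (5 of 5 libraries above all WT, exact permutation test, adjusted p = 0.0238), with summed values of 169.0 and 172.2 RPKM in WT and Tie2-Ezh2-KO. RNA of endothelial cells among the sorted cells could give this, and so could endothelial genes that stay on in EMPs. Of the 10 genes, 8 had a higher mean, among them *Esam* (11.7 to 15.5 RPKM) and *Plvap* (4.98 to 7.53 RPKM). *Pecam1* fell from 18.2 to 12.0 RPKM, with every Tie2-Ezh2-KO library below every WT library, and *Cdh5* was at 0.211 and 0.216 RPKM. EMPs themselves express 8 of the 10 genes above 1 RPKM, so a small share of endothelial cells would be hidden, and the explanations cannot be told apart in RNA of pooled cells. In the sets of Supplementary Data 4, 9 of these 10 endothelium genes are in the HE set and 0 in the EC set, while the EC set holds 7 of the 10 mesenchyme, 3 of the 8 primitive erythroid and 3 of the 10 macrophage genes.

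Of the other lists in Tie2-Ezh2-KO EMPs, visceral endoderm changed by 0.45, mesenchyme by 0.02, macrophage by -0.15 and megakaryocyte by -0.13, with adjusted exact permutation p of 0.695, 0.833, 0.695 and 0.695. In Vav-Ezh2-KO EMPs the changes were -0.05 for primitive erythroid, -0.18 for endothelium, -0.89 for visceral endoderm, -0.21 for mesenchyme, 0.11 for macrophage and -0.17 for megakaryocyte genes, with adjusted exact permutation p of 0.619 to 0.833. Without Tie2-Ezh2-WT replicate 4 the visceral endoderm list changed by -0.11. EMPs of WT embryos express 9 of the visceral endoderm, 5 of the macrophage, 7 of the 8 megakaryocyte and 0 of the mesenchyme genes above 1 RPKM, counting the mean of the 5 WT libraries, which for visceral endoderm includes Tie2-Ezh2-WT replicate 4. Of the megakaryocyte genes 6 are in the EMP set.

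*Ezh2* was lower in Tie2-Ezh2-KO but not in Vav-Ezh2-KO EMPs. A later or less complete loss of Ezh2 exons in Vav-Ezh2-KO EMPs is a candidate explanation. The difference between the changes in *Ezh2* was -0.22 (log2, standard error 0.18, adjusted p = 0.972 with limma), not resolved, although the 5 Tie2-Ezh2-KO libraries compared directly with the 5 Vav-Ezh2-KO libraries differed (exact permutation test, p = 0.00794). The table gives 1 value per gene, not per exon, and the paper reports loss of the deleted exon in both knockouts (Fig. 1f). The explanation therefore cannot be told apart from a change in the rest of the transcript. With each knockout set against its own WT libraries, it cannot be told apart from chance either.

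The genes higher in Tie2-Ezh2-KO were slightly higher in Vav-Ezh2-KO EMPs, by 0.19, and 125 of the 179 (69.8%) had a higher mean than in Vav-Ezh2-WT, compared with 44.5% of all genes. That the same genes rise weakly when Ezh2 is deleted with Vav-iCre is possible. The one-sided exact permutation test gave p = 0.190, with 3 of 5 Vav-Ezh2-KO libraries above both Vav-Ezh2-WT libraries, so the rise was not resolved and stays open. The same test passed when the genes were chosen without Tie2-Ezh2-WT replicate 10 (0.35, one-sided exact permutation p = 0.0476, the smallest that 5 against 2 libraries allow).

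Some genes that did not pass the threshold over all genes in Vav-Ezh2-KO EMPs lay apart from WT in every library. *Gfi1* was at 0.593 ± 0.341 RPKM in WT and 0.0273 ± 0.0262 RPKM in Vav-Ezh2-KO EMPs (SD, n = 5 each; 5 of 5 libraries below all WT; with limma, adjusted p = 0.203 over all genes, though it passed when adjusted over the list alone), and at 0.568 ± 0.401 RPKM in Tie2-Ezh2-KO EMPs. *Mycn* was at 13.9 ± 3.88 and 5.33 ± 1.55 RPKM (adjusted p = 0.13 with limma), and *Dlk1* at 10.1 ± 4.03 and 2.18 ± 1.37 RPKM (adjusted p = 0.434 with limma). Complete separation of 5 from 5 libraries has an exact permutation p of 0.00794 for each gene. Of these, *Gfi1* is named in the paper's discussion and the others were chosen after their values were seen. The PRC1 gene *Bmi1*, also chosen after its values were seen, rose in Tie2-Ezh2-KO EMPs from 11.8 ± 2.18 to 40.2 ± 7.64 RPKM (SD, n = 5 each; limma, adjusted p = 5.54e-05), and was at 14.7 ± 5.01 RPKM in Vav-Ezh2-KO EMPs (adjusted p = 0.766).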
